# Advanced Running Performance by Genetic Predisposition in Male Dummerstorf Marathon Mice (DUhTP) Reveals Higher Sterol Regulatory Element-Binding Protein (SREBP) Related mRNA Expression in the Liver and Higher Serum Levels of Progesterone

**DOI:** 10.1371/journal.pone.0146748

**Published:** 2016-01-22

**Authors:** Daniela Ohde, Mark Moeller, Julia Brenmoehl, Christina Walz, Siriluck Ponsuksili, Manfred Schwerin, Georg Fuellen, Andreas Hoeflich

## Abstract

Long-term-selected DUhTP mice represent a non-inbred model for inborn physical high-performance without previous training. Abundance of hepatic mRNA in 70-day male DUhTP and control mice was analyzed using the Affymetrix mouse array 430A 2.0. Differential expression analysis with PLIER corrected data was performed using AltAnalyze. Searching for over-representation in biochemical pathways revealed cholesterol metabolism being most prominently affected in DUhTP compared to unselected control mice. Furthermore, pathway analysis by AltAnalyze plus PathVisio indicated significant induction of glycolysis, fatty acid synthesis and cholesterol biosynthesis in the liver of DUhTP mice versus unselected control mice. In contrast, gluconeogenesis was partially inactivated as judged from the analysis of hepatic mRNA transcript abundance in DUhTP mice. Analysis of mRNA transcripts related to steroid hormone metabolism inferred elevated synthesis of progesterone and reduced levels of sex steroids. Abundance of steroid delta isomerase-5 mRNA (Hsd3b5, FC 4.97) was increased and steroid 17-alpha-monooxygenase mRNA (Cyp17a1, FC -11.6) was massively diminished in the liver of DUhTP mice. Assessment of steroid profiles by LC-MS revealed increased levels of progesterone and decreased levels of sex steroids in serum from DUhTP mice versus controls. Analysis of hepatic mRNA transcript abundance indicates that sterol regulatory element-binding protein-1 (SREBP-1) may play a major role in metabolic pathway activation in the marathon mouse model DUhTP. Thus, results from bioinformatics modeling of hepatic mRNA transcript abundance correlated with direct steroid analysis by mass spectrometry and further indicated functions of SREBP-1 and steroid hormones for endurance performance in DUhTP mice.

## Introduction

Higher endurance performance can be acquired by physical training [1] and further improved by specific diet programs [2]. In addition, higher endurance capacities can also be conferred by genetic predisposition [3]. It is well known that physical activity results in numerous adaptations in muscle [4, 5], heart [6], fat [7], respiratory system [8], and many other body tissues, including the brain [9, 10]. Only a limited number of polymorphisms e.g., myostatin [11] has been associated with superior endurance performance and discussed as potential selection criteria for young human athletes. Different rodent models have been established for the study of genetic disposition on endurance exercise [12, 13]. The mouse model [12] was selected based on high voluntary running wheel activity in the presence of running wheels during selection. As a consequence, these mice can be used to study interactions of physical activity, home cage activity, and genetic predisposition [14, 15]. The rat model was specifically developed by applying a complex training program before the estimation of maximal endurance running capacities [13]. In *Thoroughbred* horses, as a large animal model, a genome scan revealed a number of genes relevant for fatty acid metabolism, insulin sensitivity, and muscle strength associated with endurance performance [16]. Besides effects on muscle structure and function, metabolic adaptations in muscle and adipose tissues may be related to superior running performance in horses [16], and similar observations were made for mice [17] and humans [18]. During physical exercise, hepatic lipid metabolism is affected by training intensity and physical condition in humans and rodent models [19]. Moreover, physical exercise has been discussed as a means to modulate lipid metabolism as an intervention strategy against fatty liver disease and obesity [19].

We have previously reported a mouse model supporting an intricate link between running capacity and hepatic lipid metabolism that could be used in order to study control of metabolic fluxes in the liver [20]. This mouse model (DUhTP) had been previously established by long-term selection for high treadmill performance [21]. DUhTP mice are characterized by 4-fold increased running performance with no previous physical training, as the selection experiment had been performed in the absence of running wheels. Sedentary DUhTP mice have high levels of hexose and lipids in their livers as exhibited by a metabolome analysis [20]. In the present study, we examined hepatic mRNA transcript abundance in our mouse model to gain additional insights into the metabolic pathway control associated with advanced physical performance of DUhTP mice. In particular we asked whether the results from the analysis on the mRNA level 1) support findings from proteomic or metabolic studies in the same animal model and 2) can be used in order to investigate the control of energy metabolism in the liver of DUhTP mice.

## Materials and Methods

### Animals

The Dummerstorf mouse line DUhTP used in the present study has been generated by long term phenotype selection for high treadmill performance over 95 generations [20, 21]. All procedures were done in accordance to national and international guidelines and approved by our own institutional board (Animal Protection Board from the Leibniz-Institute for Farm Animal Biology) and by the national Animal Protection Board Mecklenburg-Vorpommern (file number: LALLF M-V/TSD/7221.3–1.2-037/06). For the study we used 10 male mice each from DUhTP and control (DUC) at an age of 10 weeks. Immediately after decapitation defined lobes from the liver were removed, snap frozen, ground in liquid nitrogen to a homogenous powder and stored at -80°C for subsequent analysis.

### RNA preparation

Total RNA was isolated from snap frozen, powdered liver using 1 ml TRI Reagent (Sigma-Aldrich, Taufkirchen, Germany) and syringes and needles (21G x 1½”) according to the manufacturer’s protocol. After DNase I treatment the RNA was further purified using the RNeasy Kit (Quiagen, Hilden, Germany). RNA quantity was determined using the NanoDrop ND-1000 spectrophotometer (Peqlab, Erlangen, Germany) and the integrity was checked by gel electrophoresis of 1μg RNA in 1% agarose.

### Gene expression profiling

Gene expression in the mouse liver was assessed using the mouse genome 430A 2.0 array (Affymetrix, Santa Clara, CA). For the preparation of target products 5 μg of total RNA were included. Hybridization and scanning on a GeneChip scanner 3000 (Affymetrix) were performed according to the manufacturer’s protocols. Data were analyzed using Affymetrix GCOS 1.1.1 software and global scaling to a target signal of 500. Data were imported into Array Assist software (Stratagene) and processed with MAS (Microarray Suite) 5.0 to generate cell intensity files (Affymetrix 2001). Quantitative expression levels of the present transcripts were estimated using PLIER (Probe Logarithmic Intensity Error, Affymetrix 2005) for normalization. The results have been submitted to Gene Expression Omnibus (GEO submission number GSE73539).

### Microarray preprocessing and identification of differentially abundant mRNA

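Liver mRNA transcript abundance was compared between DUhTP (marathon) mice, a line selected for running performance, and unselected DUC control mice. Each line was represented by 3 arrays, which the paper describes as pools and the sample labels as a mouse each, and the mice were 70 days (10 weeks) old. The authors scaled the arrays in GCOS and summarized the probes of each probe set with PLIER, which gives a linear intensity in arbitrary units. The median intensity of the DUhTP arrays was 56.6, 53.1 and 56.3 and that of the DUC arrays was 56.8, 57 and 56.3. After leaving out 64 control probe sets, 22626 probe sets were tested. Of these, 20380 carry 1 gene symbol, 691 carry several and 1555 carry none. Intensities were logged to base 2 without an added constant, and the lines were compared with limma's moderated unpaired test. Values of p were adjusted over all tested probe sets by the Benjamini Hochberg algorithm, and a probe set was called differential at an adjusted p under 0.05, with a fold change (FC) over 2 only where this is stated. A negative FC means lower abundance in DUhTP mice. A gene is represented by its probe set with the highest mean intensity over the 6 arrays unless another is named. With 3 arrays per line and no added constant the calls are sensitive to single arrays. Of 83 called genes followed one by one, 51, 52 and 60 lost the call when DUhTP replicate 1, 2 or 3 was left out. The number was 64, 83 and 72 when DUC replicate 1, 2 or 3 was left out, while 0 changed direction. Adding 16 to every intensity before the log, an alternative that damps differences among dim probe sets, is given beside several of the genes that pass only with it. With 16 added the count of probe sets over an FC of 2 stayed between 287 and 390 without any 1 array. At any FC it fell from 1951 to as few as 771. A lost call thus need not mean that 1 array drives the difference of that gene.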

We used PLIER corrected expression data (GeneChip Mouse Genome 430A 2.0 Array) of three pools per strain (DUhTP, DUC). The GeneChip Mouse Genome 430A 2.0 Array includes 22,600 probe sets associated to roughly 14,000 genes. The probe sets belonging to the same gene were treated independently. Differential analysis was performed with AltAnalyze v.3.1.2 [22]. The raw p-value was calculated by a moderated unpaired t-test for each pairwise comparison. The original raw p-values were corrected for multiple testing by applying the Benjamini Hochberg algorithm (i.e. false discovery rate/FDR; [23]). Unless stated otherwise, probe sets were classified as significantly differentially expressed if they featured an adjusted p-value below 0.05 and a fold change (FC) larger than 2. Visualization was achieved by PathVisio v.2.0.8 [24]. The online tool Panther v.10.0 was used for functional classification of the differentially expressed genes [25] based on Gene Ontology terms [26].

Functional analysis was also performed using AltAnalyze v.3.1.2. Specifically, we searched for over-representation in biochemical pathways (KEGG [27], PathwayCommons [28], WikiPathways [29]), and Gene Ontology terms [30]. PathVisio was used to map the gene expression data to reaction pathways of WikiPathways.

### Quantitative real-time RT-PCR (qRT-PCR)

Differential mRNA transcript abundance of selected genes was determined by Real time PCR using BioRad iCyler instrumentation (BioRad, Munich, Germany) in technical duplicate reactions. First-strand cDNA was synthesized from total RNA (100 ng/reaction) using RT (SuperScript II, Invitrogen) and oligo(dT)_20_ primers. Gene specific primers were designed using Primer 3 (S1 Table) to amplify PCR products. The reaction mixture consisted of cDNA, 5 μM forward and reverse primers and iCycler reaction mix using manufacturer’s instructions. The template was amplified during 45 cycles at 95°C for 15 seconds (denaturation), 60°C for 10 seconds (annealing) and 72°C for 15 seconds (extension) preceded by initial denaturation at 95°C for 10 min as a universal thermal cycling parameter. Based on the analysis of melting curves of the PCR products a high temperature, fluorescence acquisition point was estimated and included to the amplification cycle program. For all transcripts tested a standard curve was generated by amplifying serial dilutions of specific PCR products. Normalization of variation in RT-PCR efficiency and initial RNA input was performed by using Hprt1 mRNA as internal standard (S2 Table). Data were analyzed using paired t-test and differences were considered significant at p < 0.05.

### Steroid analysis by liquid chromatography coupled to mass spectrometry (LC-MS)

Progesterone, corticosterone, estradiol, and testosterone were assessed in serum from DUhTP mice and controls, as described previously [31]. Serum samples (100 μl) were diluted in 600 μl of methanol/acetonitrile/acetone (1:1:1) and the precipitate was removed by centrifugation for 15 minutes at 4°C. Dried supernatants were stored at -20°C [32–34]. For LC-MS/MS analysis, samples were dissolved in NaHCO_3_ buffer solution (pH 10.5) containing dansyl chloride (1 mg/ml). Derivatization was abrogated on ice and dexamethasone as an internal standard was added at a final concentration of 100 ng/ml [35–37]. LC-MS analysis was performed using an Accela HPLC system (Thermo Fisher Scientific, Dreieich, Germany) coupled to the LTQ Orbitrap high-resolution hybrid mass spectrometer (Thermo Fisher Scientific). For each analyte, a set of seven standard analytes (ranging between 0 and 1,000 ng/ml) was added to an analyte-free matrix in order to establish calibration samples using dexamethasone as an internal calibrator standard to correct for instrumental variations. Curve fitting was performed by nonlinear regression (third order polynomial function).

## Results

### Statistical analysis

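Large differences in both directions were found among bright probe sets of single genes. Higher in DUhTP mice were Dct, a tautomerase of melanin synthesis (FC 5.11; 555 ± 43.0 against 109 ± 11.4, SD, n = 3 per line), Ndrg1 (FC 4.97), Pcp4l1 (FC 5.26) and carbonic anhydrase Car3 on its probe set 1460256_at (FC 4.97; 1.85 on its brightest, 1449434_at, adjusted p = 0.0349). Lower were Exosc1, a subunit of the RNA exosome (FC -8.22, -5.21 with 16 added to the intensities; 25.1 ± 10.3 against 194 ± 22.9; a dim second probe set, 1432052_at, had a log2 fold change of 2.21, the other direction, adjusted p = 0.0810, and 0.0105 with 16 added), Gpcpd1 (FC -5.74), nicotinamide N-methyltransferase Nnmt (FC -5.68), phosphatidylcholine transfer protein Pctp (FC -5.29) and the stress-inducible Gadd45b (FC -4.39). The adjusted p of these 9 genes was 0.0236 or lower on the probe sets of these FCs. At an adjusted p under 0.05 and an FC over 2, 327 probe sets differed, 182 of them higher and 145 lower in DUhTP mice. At any FC, 546 differed, 308 higher and 238 lower. The balance of the directions changed with the treatment of dim probe sets: with 16 added to the intensities, 151 of 337 were higher and 186 lower at an FC over 2 and 1951 passed at any FC, and with limma-trend 247 of 557 were higher. Without DUhTP replicate 1, 2 or 3 the count over an FC of 2 was 121, 122 and 89, of which 53, 67 and 45 were higher. The balance thus turned without DUhTP replicate 1 as well. Without DUC replicate 1, 2 or 3 the count was 59, 1 and 30, of which 40, 1 and 18 were higher. With 16 added the count without any 1 array stayed between 287 and 390. At any FC the count with 16 added was 1591, 1570 and 1530 without DUhTP replicate 1, 2 or 3 and 961, 771 and 773 without DUC replicate 1, 2 or 3. Both checks with 16 added were chosen after seeing the data. Dct, Ndrg1, Nnmt and Gadd45b lost their call only without DUC replicate 2 (adjusted p = 0.0565 for each). The shared value comes from the adjustment over all probe sets and not from each gene alone. Exosc1 lost it without DUhTP replicate 2 (0.0585) and without DUC replicate 1, 2 or 3 (0.0862, 0.101 and 0.0989), and Pctp without DUhTP replicate 1 (0.0591) and without DUC replicate 1, 2 or 3 (0.0708, 0.0875 and 0.0944). Pcp4l1 lost it without any 1 array (adjusted p = 0.0632 to 0.0964), and Gpcpd1 without any 1 array other than DUC replicate 1 (up to 0.102). Car3 on 1460256_at lost it without DUhTP replicate 1 or 3 (0.0576 and 0.0609) and without DUC replicate 2 or 3 (0.0704 and 0.0890), and 1449434_at without any 1 array (up to 0.121).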

From a total of 22,690 probe sets present on the Affymetrix 430A Gene Chip 337 probe sets indicated differential mRNA transcript abundance (p < 0.05) with a fold change (FC) > 2 in long-term selected marathon (DUhTP) mice compared to controls (DUC). Gene symbols could be allocated to 332 of the 337 probe sets. 

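Of the 327 differential probe sets, 290 carry exactly 1 gene symbol in the array annotation used here. An example of a probe set without a symbol there is 1448319_at, which the paper's Table 2 lists as Akr1b3, an aldose reductase. Its intensity was 215 ± 6.08 in DUhTP mice and 79.9 ± 5.70 in DUC mice (SD, n = 3 per line). With 1 array left out in turn, the number with 1 symbol was 106, 108 and 78 without DUhTP replicate 1, 2 or 3 and 48, 1 and 25 without DUC replicate 1, 2 or 3.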

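Counted once per gene, 239 genes differed at an FC over 2, 134 higher and 105 lower in DUhTP mice, and 0 had probe sets past the threshold in both directions. For the glutathione transferase Gstm3 both probe sets were higher: 1427473_at rose from 50.7 ± 12.7 to 167 ± 29.4 and 1427474_s_at from 529 ± 11.9 to 1395 ± 164 (SD, n = 3 per line; adjusted p = 0.0320 and 0.0124). Among the called genes with several probe sets, 53 of 210 other probe sets were also past an adjusted p under 0.05. Of these 53, 0 pointed the other way. By sign alone, 183 of the 210 had the same direction. With 16 added to the intensities the count was 222 genes, 102 higher, 121 lower and 1 of them in both directions. With limma-trend it was 390 genes. Leaving out DUhTP replicate 1, 2 or 3 gave 98, 94 and 68 genes, and leaving out DUC replicate 1, 2 or 3 gave 43, 1 and 23. Gstm3 lost its call without DUhTP replicate 3 (adjusted p = 0.0544) and without DUC replicate 1, 2 or 3 (adjusted p = 0.0632, 0.0773 and 0.0754).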

Since several probe sets can refer to the same gene, the total amount of differentially abundant mRNA transcripts is 257 (118 mRNAs were upregulated and 140 mRNAs were down-regulated). 

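H2-D1, a classical MHC class I gene, had 9 probe sets with no other gene symbol, and their signals did not move together. Probe set 1425614_x_at was brighter in DUhTP mice (300.3 ± 74.7 against 72.4 ± 34.4, SD, n = 3 per line; log2 fold change 2.17, standard error 0.45, adjusted p = 0.0724). Probe set 1450170_x_at was dimmer (211 ± 188 against 1181 ± 209; log2 fold change -3.36, standard error 1.16, adjusted p = 0.182). Neither passed the test without an added constant. Both passed with 16 added to the intensities (adjusted p = 0.00424 and 0.0321). The intensity of 1450170_x_at differed widely among the DUhTP arrays, at 392, 16.7 and 223 in replicates 1, 2 and 3. The brightest H2-D1 probe set, 1425545_x_at, read 2784 ± 461 in DUhTP and 2941 ± 26.2 in DUC mice (adjusted p = 0.768). Of the other probe sets, the dim 1451934_at had a log2 fold change of 2.18 (adjusted p = 0.0778; 0.00986 with 16 added) and 1427651_x_at one of -0.88 (adjusted p = 0.270).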

The H2-D1 gene is represented by two probe sets, indicating opposite expression levels. GO term analysis with PANTHER [25] revealed 374 functional classification hits enriched in 14 biological processes. The most frequent functional hits refer to metabolic process (GO:0008152) (Table 1).

**Table 1:** Annotation of extracted genes (FC>2, p<0.05) to biological functions (PANTHER). The hash (#) is short for “number of”.

GO biological process		Percent of gene hit against total	
	# genes	genes	function hits
metabolic process (GO:0008152)	125	54.80%	33.40%
cellular process (GO:0009987)	69	30.30%	18.40%
biological regulation (GO:0065007)	39	17.10%	10.40%
localization (GO:0051179)	36	15.80%	9.60%
response to stimulus (GO:0050896)	24	10.50%	6.40%
developmental process (GO:0032502)	20	8.80%	5.30%
immune system process (GO:0002376)	19	8.30%	5.10%
cellular component organization or biogenesis (GO:0071840)	13	5.70%	3.50%
multicellular organismal process (GO:0032501)	10	4.40%	2.70%
apoptotic process (GO:0006915)	5	2.20%	1.30%
reproduction (GO:0000003)	5	2.20%	1.30%
biological adhesion (GO:0022610)	5	2.20%	1.30%
locomotion (GO:0040011)	3	1.30%	0.80%
cell killing (GO:0001906)	1	0.40%	0.30%

### Array data verification by quantitative real-time PCR

In order to validate the microarray data, 15 mRNA transcripts identified by microarray analysis as being differentially abundant were further analyzed by real-time RT-PCR (supporting data). 

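Of the 15 probe sets of the genes in Table 2, 10 read higher and 5 lower in DUhTP mice on the arrays. The highest were H2-Ea, an MHC class II chain (1422891_at; FC 31.5, adjusted p = 0.0220), Cox6b2, a cytochrome c oxidase subunit (FC 25.4, adjusted p = 0.0200), and the cytochrome P450 Cyp2b9 (FC 17.6, adjusted p = 0.00708). H2-Ea and Cox6b2 were dim in DUC mice (mean 11.2 and 16.3), and with 16 added the order turns, with an FC of 14.2 for Cyp2b9, 12.2 for Cox6b2 and 11.6 for H2-Ea. The probe set listed as Camk2b, 1455869_at, fell from 3838 ± 816 in DUC mice to 5.78 ± 2.82 in DUhTP mice (SD, n = 3 per line), a log2 fold change of -9.52 with a standard error of 0.46. It was dim in DUhTP mice, and with 16 added the log2 fold change was -7.46. A probe set that the annotation assigns to Camk2b, 1448676_at, had a log2 fold change of 0.38 (adjusted p = 0.177). The heat shock gene Hspa1a read 21.1 ± 11.7 against 61.6 ± 16.8 and had an FC of -3.24 (adjusted p = 0.136; with 16 added an FC of -2.14, adjusted p = 0.0198). Hsph1, another heat shock gene, had an FC of -1.72 on 1423566_a_at (adjusted p = 0.250). In all, 9 of the 15 passed an adjusted p under 0.05: Akr1b3 (FC 2.69), Camk2b, Cox6b2, Cyp2b9, Cyp51 on 1422533_at (FC 2.94), Gstm3 (FC 2.63), H2-Ea, the sulfate transporter Slc26a1 (FC 2.36) and Sqle (FC 3.52). Not past it were the deiodinase Dio1 (FC 1.86, adjusted p = 0.112), Cyp2d13 on 1431803_at (FC -1.99, adjusted p = 0.0521), Zfp236 on 1452426_x_at (FC 7.75, adjusted p = 0.0704), and 1450170_x_at, which the table lists as H2-K1 and the annotation as H2-D1. The brightest Cyp2d13 probe set, 1425365_a_at, is not among the 15 and passed (FC -1.79, adjusted p = 0.0448). The count among the 15 was 7, 6 and 4 without DUhTP replicate 1, 2 or 3 and 5, 0 and 2 without DUC replicate 1, 2 or 3.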

With the exception of heat shock protein 1A (Hspa1a), all mRNA transcripts examined showed the concordant up- or down-regulation in both mouse lines (Table 2).

**Table 2:** Comparison of microarray data and results of qRT-PCR-analysis of liver mRNA. The table represents fold changes (FC) of mRNA abundance in DUhTP versus DUC mice either by microarray or qRT-PCR (*p<0.05, t-test; PP: polypeptide; PK: protein kinase).

Probe Set ID	Gene Title	Gene Symbol	FC (Microarray)	FC (qRT-PCR)
1448319_at	aldo-keto reductase family 1 member B3	Akr1b3	2.41*	2.18*
1455869_at	calcium/calmodulin-dependent PK II	Camk2b	175.52*	1.50*
1435275_at	cytochrome c oxidase subunit Vib, PP 2	Cox6b2	12.19*	18.59*
1419590_at	cytochrome P450, family 2, subfamily b, PP 9	Cyp2b9	14.21*	177.54*
1431803_at	cytochrome P450, family 2, subfamily d, PP 13	Cyp2d13	-1.88	-1.52
1422533_at	cytochrome P450, family 51	Cyp51	2.31*	2.73*
1417991_at	Deiodinase, Iodothyronine, type I	Dio1	1.75	3.79*
1427474_s_at	glutathione S-transferase, mu 3	Gstm3	2.58*	6.78*
1423566_a_at	heat shock protein 110	Hsp110	-1.65	-1.51
1452388_at	heat shock protein 1A	Hspa1a	2.13	-6.81
1422891_at	histocompatibility 2, class IIantigen E alpha	H2-Ea	11.62*	8.28*
1450170_x_at	histocompatibility 2, K1, K region	H2-K1	8.05	1.02
1451239_a_at	solute carrier family 26, member 1	Slc26a1	2.25*	2.14*
1415993_at	squalene epoxidase	Sqle	3.17*	2.75*
1452426_x_at	zinc finger protein 236	Zfp236	5.15	1.19

### Pathway analysis

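Cholesterol synthesis was the gene list with the strongest over-representation among the genes that differed at an FC over 2. Of its 19 measured genes 9 were among them, all higher in DUhTP mice, against 179 of all 12393 genes (1-sided Fisher's exact test, adjusted p = 8.03e-11). It was followed by MHC class II antigen presentation with 4 of 9 genes, all higher (adjusted p = 1.10e-04; 0.00168 and no longer second with 16 added), steroid hormone synthesis with 4 of 16, 3 of them higher, and female-biased liver genes with 4 of 16, 1 of them higher (adjusted p = 7.36e-04 for each; with 16 added the female-biased genes came second, adjusted p = 1.26e-06), and acute phase proteins with 4 of 21, again 3 higher (adjusted p = 0.00183). Gluconeogenesis had 3 of 13 genes, all lower (adjusted p = 0.00559). Fisher's test treats the genes of a list as independent; in camera with an estimated correlation none of these lists passed (adjusted p = 0.199 for cholesterol synthesis and for gluconeogenesis, 0.296 for MHC class II, 0.516 for steroid hormone synthesis and for female-biased genes, and 0.445 for acute phase proteins). For gluconeogenesis the estimated correlation was -0.0121, below the 0.01 that camera was otherwise given, so correlation does not account for its result. The 44 lists of pathways and cell markers were written from textbook knowledge before the data were examined. Each gene was represented by its brightest probe set, and p was adjusted over the lists. In all, 11 lists passed an adjusted p under 0.05. Leaving out DUhTP replicate 1, 2 or 3 gave 5, 4 and 3 lists, leaving out DUC replicate 1, 2 or 3 gave 3, 0 and 1, and without probe sets that can match several transcripts 7 passed. Markers of exocrine pancreas had a median log2 fold change of -2.32 over 8 genes (adjusted p = 0.00540 from camera, adjusted p = 0.480 with an estimated correlation). Of the 8, 0 passed the test (0 when adjusted over the list alone), and with 16 added 4 fell (enrichment adjusted p = 4.04e-05), among them Prss2 at 492, 53.9 and 275 in the DUhTP arrays and 708, 1214 and 949.8 in the DUC arrays (adjusted p = 0.193; 0.0479 with 16 added).

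**Figure D1:**
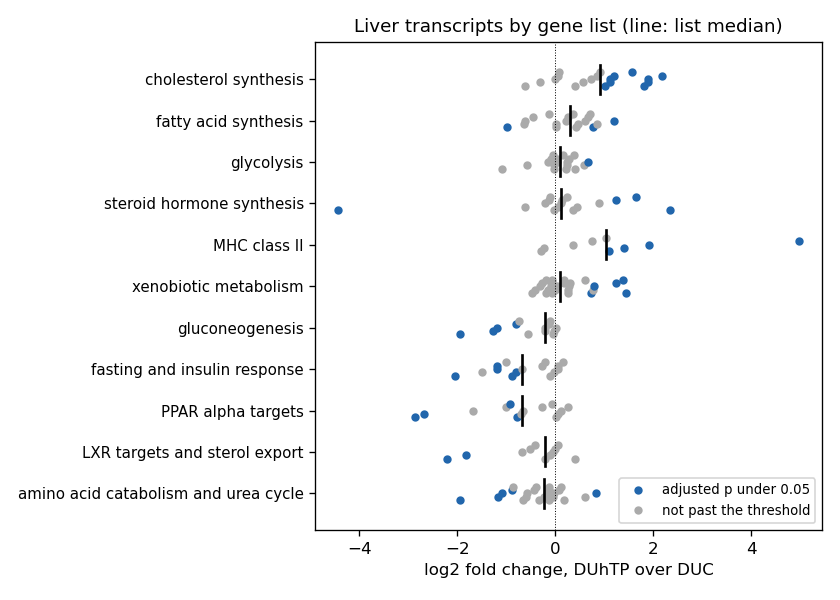
Log2 fold change (DUhTP minus DUC) of every measured member of 11 gene lists, each point the brightest probe set of 1 gene and each line the median of its list. Points in blue passed an adjusted p under 0.05; 9 of 19 cholesterol synthesis genes did so.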

Over-representation analysis of mRNA abundance identified by 337 different probe sets identified several pathways indicating cholesterol biosynthesis as the most important target (Table 3). Since DUhTP displays an obese phenotype, we furthermore focused on the regulation of glycolysis, gluconeogenesis, fatty acid biosynthesis, and steroid metabolism in DUhTP mice versus controls.

**Table 3:** Top results of enrichment analysis employing PathVisio (s: number of elements (i.e. genes and metabolites) that pass the criterion [FC>2, adj p<0.05]. n: number of elements measured in the experiment. total: total number of elements in the WikiPathway under consideration. sorted by Z-score).

Pathway	Changed	Measured	Set-Number	Changed	Present	Z Score	p-value
	(s)	(n)	(total)	(%[s/n])	(%[n/total])		(permuted)
Cholesterol Biosynthesis (WP103)	8	15	30	53.33%	50.00%	13.1	0
Glucocorticoid and Mineralocorticoid Metabolism (WP495)	5	13	27	38.46%	48.15%	8.64	0
Steroid Biosynthesis (WP55)	5	13	25	38.46%	52.00%	8.64	0
Oxidation by Cytochrome P450 (WP1274)	5	30	49	16.67%	61.22%	5.22	0
Phase I Biontransformations, non P450 (WP1255)	2	7	10	28.57%	70.00%	4.6	0.002
Complement Activation, Classical Pathway (WP200)	3	15	19	20.00%	78.95%	4.54	0.005
Adipogenesis Genes (WP447)	10	128	133	7.81%	96.24%	4.17	0.001
Heme Biosynthesis (WP18)	2	9	22	22.22%	40.91%	3.96	0.004
Leptin and Adiponectin (WP683)	2	9	14	22.22%	64.29%	3.96	0.007
Statin Pathway (WP1)	3	19	29	15.79%	65.52%	3.89	0.003

### Glycolysis and gluconeogenesis

We investigated expression of RNA transcripts encoding proteins both for the biosynthesis and breakdown of glucose (Fig 1). From a total of 51 mRNA transcripts involved in the glycolytic/gluconeogenic pathway, expression levels from 47 mRNA transcripts were available. In DUhTP mice versus DUC controls, significant (p<0.05) down-regulation was found for solute carrier family 2, member 1 (glucose transporter, Slc2a1; FC -1.37), phosphoenolpyruvate-carboxykinase (Pck1; FC -1.73), pyruvate-dehydrogenase E1α (Pdha1; FC -1.44) and glutamate oxaloacetate transaminase (Got1; FC -3.83). In addition, four mRNA transcripts were present at higher levels in DUhTP mice versus controls (p<0.05): solute carrier family 2, member 2 (glucose transporter, Slc2a2; FC 1.78), pyruvate kinase (Pklr; 1.58-fold), phosphoglycerate mutase 1 (Pgam1; FC 1.58) and glucokinase (also hexokinase 4, Gck; FC 2.86). 

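Got1 and Pck1, genes of gluconeogenesis, fell in DUhTP mice. Got1, the cytosolic aspartate transaminase, had an FC of -3.86 (log2 fold change -1.95, standard error 0.14, adjusted p = 0.00945), with an intensity of 1373 ± 148 against 5306 ± 622 in DUC mice (SD, n = 3 per line). Pck1, which converts oxaloacetate to phosphoenolpyruvate, had an FC of -1.73 (adjusted p = 0.0290), with 3690.1 ± 94.1 against 6391 ± 347. Of 13 measured genes of gluconeogenesis 4 fell and 0 rose (5 fell when adjusted over the list alone). The glucose transporter Slc2a1 had an FC of -1.46 on probe set 1426599_a_at (adjusted p = 0.0819), and Pdha1, the E1α subunit of pyruvate dehydrogenase, had one of -1.45 (adjusted p = 0.0687). Neither passed the test. Both passed it with 16 added to the intensities (adjusted p = 0.0361 and 0.0174). Of 9 measured genes of the pyruvate dehydrogenase complex and its regulators 0 passed (2 fell when adjusted over the list alone). Pck1 lost its call without any 1 of the 6 arrays: without DUhTP replicate 1, 2 or 3 its adjusted p was 0.0919, 0.0688 and 0.0842, and without DUC replicate 1, 2 or 3 it was 0.0961, 0.127 and 0.129. Got1 lost its call only without DUC replicate 2 (adjusted p = 0.0633), and the count of gluconeogenesis genes that fell was 1 without any array other than that one, and 0 without it.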

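Transcripts of Slc2a2, the low affinity glucose transporter of hepatocytes, and of the glycolytic enzyme Pgam1 rose in DUhTP mice. The FC was 1.79 for Slc2a2 (log2 fold change 0.84, standard error 0.12, adjusted p = 0.0324) and 1.59 for Pgam1 (log2 fold change 0.67, standard error 0.11, adjusted p = 0.0432). Pklr, the liver pyruvate kinase, had an FC of 1.81 on 1421259_at, 1.50 on the brighter 1438711_at and 1.39 on 1421258_a_at. None of the 3 Pklr probe sets passed the test (adjusted p = 0.0724, 0.118 and 0.216), and with 16 added to the intensities the first 2 did (adjusted p = 0.0170 and 0.0359). Of 18 measured genes of glycolysis 1 rose and 0 fell (1 and 0 when adjusted over the list alone, 2 and 0 with 16 added), and of 8 glucose transporters 1 rose and 0 fell (2 and 1 when adjusted over the list alone). Slc2a2 and Pgam1 lost their calls without any 1 of the 6 arrays: the adjusted p was 0.0967, 0.0701 and 0.0933 for Slc2a2 and 0.113, 0.0946 and 0.0941 for Pgam1 without DUhTP replicate 1, 2 or 3. Without DUC replicate 1, 2 or 3 it was 0.0885, 0.134 and 0.135 for Slc2a2 and 0.141, 0.134 and 0.160 for Pgam1.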

Expression levels for other mRNA transcripts from the WikiPathway “glycolysis and gluconeogenesis” (Fig 1) were different in both mouse lines with borderline significance (Slc2a4 p = 0.06; FC 1.42, Aldoa p = 0.058; FC -1.55, Dld p = 0.056; FC -1.58). 

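The insulin-responsive glucose transporter Slc2a4 had an FC of 1.51 on 1415958_at (119.8 ± 12.2 against 80.4 ± 16.5 in DUC mice, SD, n = 3 per line; adjusted p = 0.159). Its dimmer probe set 1415959_at read 30.3 ± 4.60 against 30.6 ± 0.399. All 4 probe sets of aldolase A (Aldoa) read lower in DUhTP mice, with an FC of -1.49 on 1416921_x_at, -1.58 on 1433604_x_at, -1.58 on 1434799_x_at and -1.48 on 1439375_x_at. Their adjusted p ranged from 0.175 to 0.248. Dld, a subunit of the pyruvate dehydrogenase complex, had an FC of -1.62 (adjusted p = 0.172), and it passed with limma-trend (adjusted p = 0.0380).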

Since expression of gluconeogenic Pck1 was decreased, whereas glycolytic Gck and Pklr were increased, it seems that the glycolytic pathway is activated, whereas gluconeogenesis is partially inactivated in DUhTP mice versus controls.

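Gluconeogenesis genes were shifted lower in DUhTP mice in camera at a preset correlation, and did not pass with an estimated one. Glycolysis genes showed no shift past the test. Besides Pck1 and Got1, the genes of gluconeogenesis that fell were Pck2, the mitochondrial form of Pck1 (FC -2.42, adjusted p = 0.0403 on 1425615_a_at; log2 fold change 0.61, adjusted p = 0.670 on the dimmer 1452620_at), and Ppargc1a, a coactivator of gluconeogenic transcription (FC -2.28, adjusted p = 0.0499). Fbp1 and G6pc, the enzymes of the last steps toward glucose, had log2 fold changes of -0.21 (adjusted p = 0.289) and -0.11 (adjusted p = 0.700) and did not pass. The abundant glycolytic Tpi1 and Ldha had log2 fold changes of -0.09 and -0.04 and did not pass either. The median log2 fold change of the 13 gluconeogenesis genes was -0.21, with an adjusted p = 4.80e-04 from camera at a preset correlation of 0.01. With an estimated correlation camera gave an adjusted p = 0.199. The estimate was -0.0121, below the preset value, so correlation among these genes does not account for the higher p. fry, which tests the list by itself, gave an adjusted p = 0.00187. For the 18 glycolysis genes the median was 0.09 (adjusted p = 0.185 from camera, adjusted p = 0.0912 from fry). Pck2 and Ppargc1a lost their calls without any 1 of the 6 arrays, with an adjusted p of 0.0967, 0.0983 and 0.108 for Pck2 and 0.107, 0.0789 and 0.0913 for Ppargc1a without DUhTP replicate 1, 2 or 3, and of 0.0665, 0.118 and 0.151 and 0.145, 0.163 and 0.139 without DUC replicate 1, 2 or 3.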

**Fig 1:**
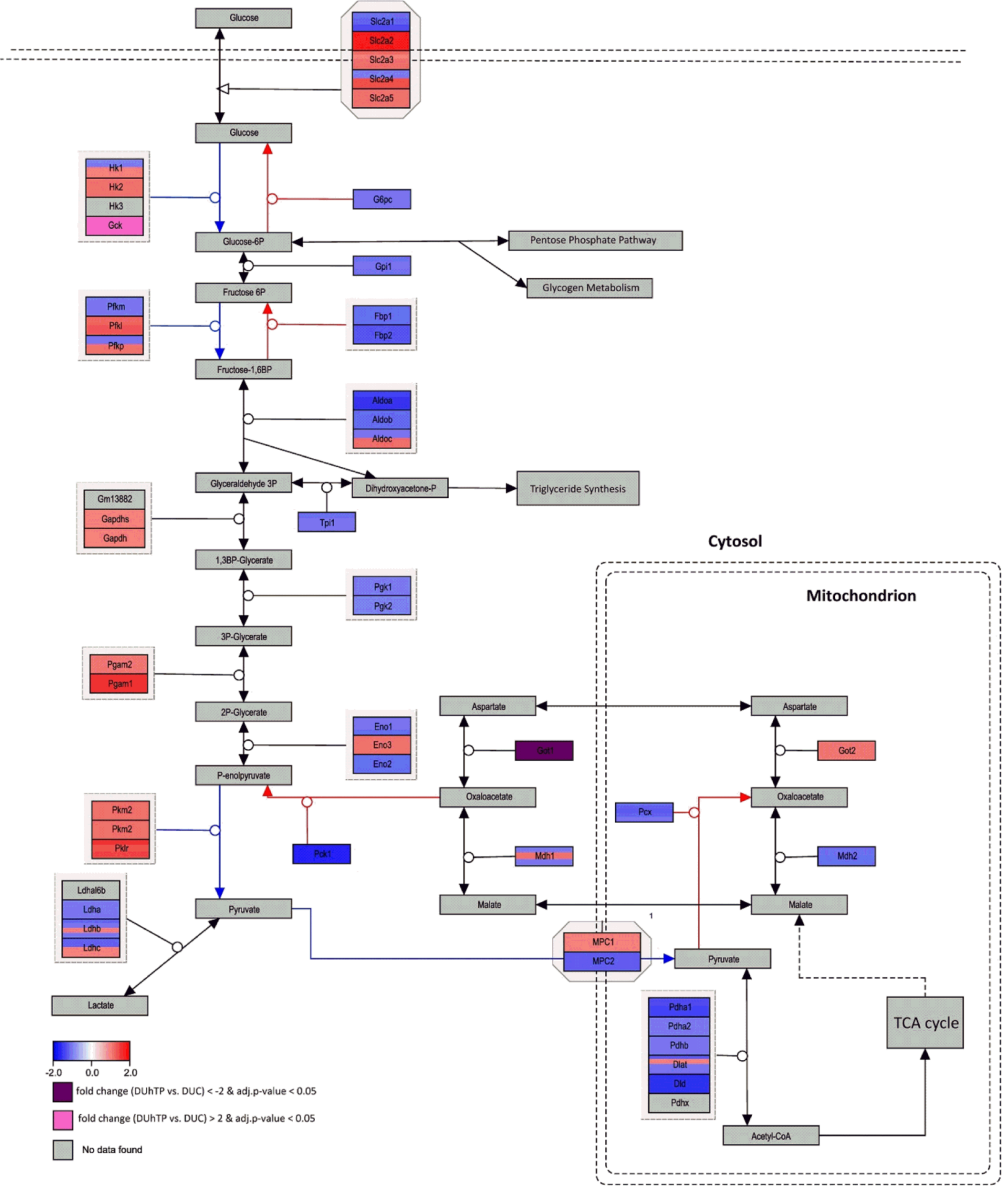
Pathway analysis of microarray results related to Glycolysis and Gluconeogenesis (Mus musculus, WikiPathway WP157) in the liver of DUhTP versus DUC mice. Enzymatic reactions are marked by arrows. Blue arrows indicate specific glycolytic, red arrows specific gluconeogenic and black arrows enzymatic reactions for both glycolysis and gluconeogenesis. Enzyme encoding genes in boxes are colored red or blue, respectively, to indicate up- or down-regulation in DUhTP compared to control DUC. Different colors in a box for the same gene indicate various probe sets with differing expression. Two mRNA transcripts (GCK, GOT1) with fold change >2 are colored in pale and dark magenta for up- or down-regulation, respectively.

### Fatty acid biosynthesis

The gene set of WikiPathway *Fatty Acid Biosynthesis* consists of 23 genes whereof 22 were investigated in this study (Fig 2). From a total of nine differentially expressed mRNA transcripts, the abundance was increased for seven but decreased for two mRNA transcripts. 

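Fatty acid synthesis genes moved in both directions in DUhTP mice. Of 18 measured members 3 rose: Acly, which makes cytosolic acetyl-CoA, on probe set 1451666_at, Pecr, and Mid1ip1, an activator of acetyl-CoA carboxylase (FC 2.29, adjusted p = 0.0463). Another 2 fell: Acacb, and Fads2, the Δ6 desaturase, on 1419031_at (log2 fold change -0.79, adjusted p = 0.0321). The desaturase Fads2 on its brighter 1449325_at had a log2 fold change of -0.63 (adjusted p = 0.157; 0.0484 with 16 added), and the elongase Elovl5 one of -0.13 (adjusted p = 0.619). Adjusted over the list alone, 7 rose and 4 fell, and with 16 added to the intensities 7 rose and 4 fell. The median log2 fold change of the list was 0.31 (adjusted p = 0.137 from camera, which did not pass, and adjusted p = 0.0102 from fry, which tests the list by itself and passed). Without DUhTP replicate 2 the list had 1 gene that rose and 0 that fell, and without DUhTP replicate 1 or 3 or DUC replicate 1, 2 or 3 it had 0 of either.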

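Of 7 genes of fatty acid metabolism, Acly, Echdc3 and Pecr rose in DUhTP mice. Echdc3 encodes an enoyl-CoA hydratase domain protein (FC 1.73, log2 fold change 0.79, standard error 0.10, adjusted p = 0.0291). ATP citrate lyase (Acly) had an FC of 1.73 on 1451666_at (adjusted p = 0.0435) and of 1.53 on its brightest probe set 1439459_x_at (adjusted p = 0.0973). Pecr, the peroxisomal trans-2-enoyl-CoA reductase, had an FC of 1.71 (adjusted p = 0.0443). Fatty acid synthase (Fasn, FC 1.80, adjusted p = 0.0787), Hadh of fatty acid oxidation (FC 1.37, adjusted p = 0.0941) and the acyl-CoA synthetases Acsl5 (FC 1.38, adjusted p = 0.103) and Acss2 (FC 1.59, adjusted p = 0.0911) did not pass the test. All 4 passed with 16 added to the intensities (adjusted p = 0.0122 for Fasn, 0.0323 for Hadh, 0.0348 for Acsl5 and 0.0192 for Acss2). Leaving out any 1 array ended the calls of Echdc3 and Pecr: the adjusted p was 0.08003, 0.0705 and 0.0846 without DUhTP replicate 1, 2 or 3 and 0.108, 0.121 and 0.134 without DUC replicate 1, 2 or 3 for Echdc3, and 0.1003, 0.0860 and 0.0971 without DUhTP replicate 1, 2 or 3 and 0.123, 0.148 and 0.160 without DUC replicate 1, 2 or 3 for Pecr.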

Significantly increased abundance was identified for ATP citrate lyase (Acly; FC 1.69), fatty acid synthase (Fasn, FC 1.75), hydroxyacyl-CoA-dehydrogenase (Hadh, FC 1.36), enoyl-CoA-hydratase domain containing 3 (Echdc3, FC 1.71), peroxisomal trans-2-enoyl-CoA-reductase (Pecr, FC 1.7), as well as for acyl-CoA-synthases long-chain family member 5 (Acsl5, FC 1.38) and short-chain family member 2 (Acss2, FC 1.57) mRNA. Acetyl-CoA-carboxylase beta (Acacb, FC -1.81) and stearoyl-CoA-desaturase 1 (Scd1, FC -1.54) were present at significantly decreased mRNA transcript abundance in DUhTP compared to the unselected control (Fig 2).

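Acacb, the acetyl-CoA carboxylase whose product inhibits the uptake of fatty acids into mitochondria, fell in DUhTP mice to an intensity of 76.9 ± 3.73 from 153 ± 21.4 in DUC mice (SD, n = 3 per line; FC -1.98, adjusted p = 0.0331). The Δ9 desaturase Scd1 read 4539 ± 289 against 7020.1 ± 372 on its brighter probe set 1415964_at (FC -1.55, adjusted p = 0.0515), with no overlap between the arrays of the lines. Its dimmer probe set 1415965_at had an FC of -1.91 (adjusted p = 0.267). Scd1 passed with 16 added to the intensities (adjusted p = 0.00790 on 1415964_at). The adjusted p of Acacb was 0.0984, 0.0857 and 0.0891 without DUhTP replicate 1, 2 or 3 and 0.0646, 0.134 and 0.137 without DUC replicate 1, 2 or 3, which ended its call each time.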

**Fig 2:**
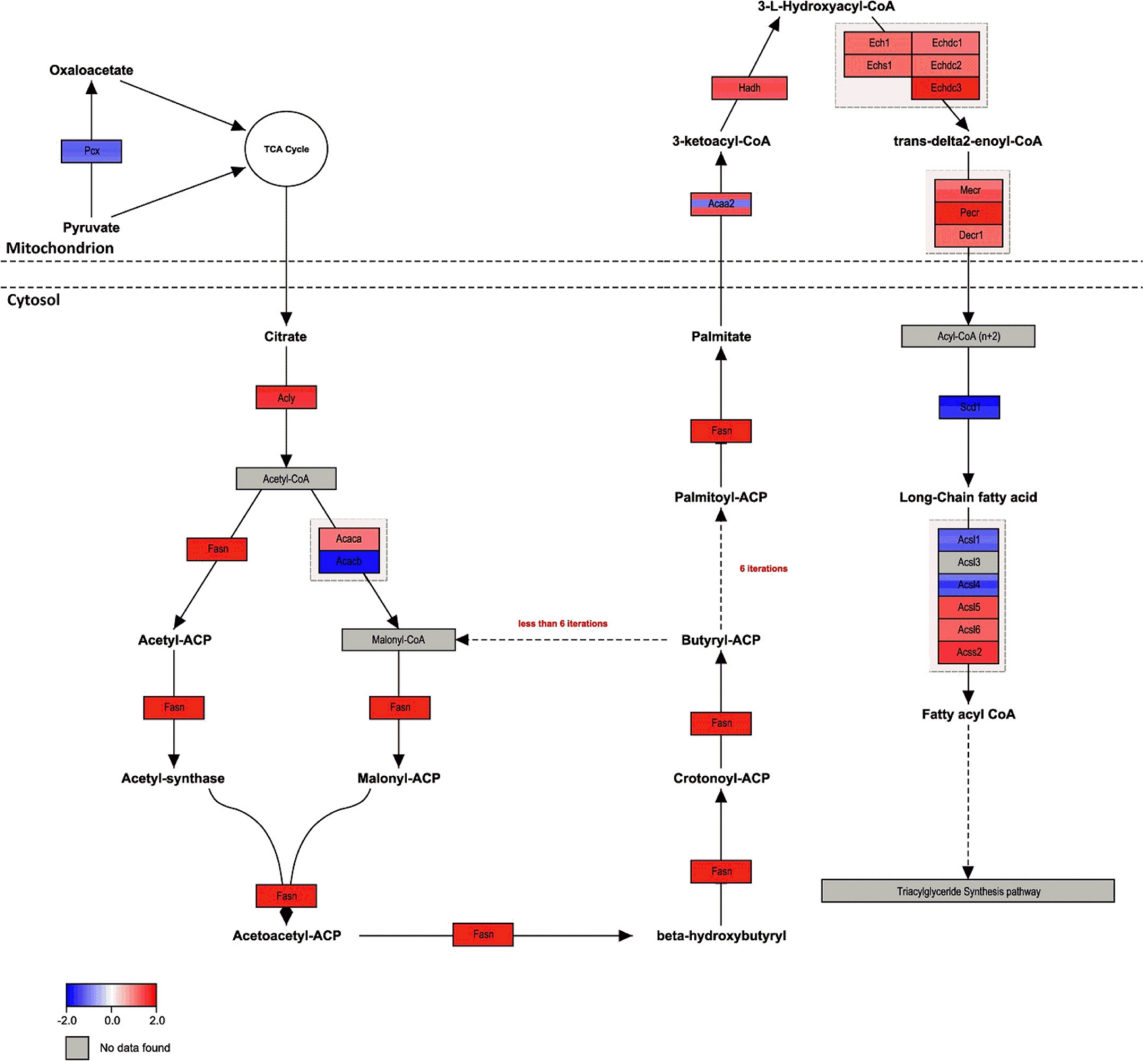
Pathway analysis of microarray results related to Fatty Acid Biosynthesis (Mus musculus, WikiPathway WP336) in the liver of DUhTP versus DUC mice. Enzymatic reactions are marked by arrows. Enzyme encoding genes in boxes are colored red or blue, respectively, to indicate up- or down-regulation in DUhTP compared to control DUC. Different colors in a box for the same gene indicate various probe sets with differing expression. No up- or down-regulation with fold change >2 is found for this pathway.

### Cholesterol biosynthesis

The WikiPathway gene set entitled *Cholesterol Biosynthesis* covers a total of 15 different genes. 

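Cholesterol synthesis genes rose broadly in DUhTP mice, from the mevalonate steps to the last reductions of the sterol ring. Of 19 measured members 10 rose and 0 fell (14 rose and 1 fell when adjusted over the list alone). In the mevalonate and isoprenoid steps these were mevalonate kinase Mvk (FC 2.18, adjusted p = 0.0290), Idi1, farnesyl diphosphate synthase Fdps (FC 3.73, adjusted p = 0.0107) and squalene synthase Fdft1 on 1448130_at (FC 1.64, adjusted p = 0.0499). In the sterol steps they were squalene epoxidase Sqle, Cyp51 (FC 2.03 on its brightest probe set), Msmo1 (FC 2.98), Nsdhl (FC 3.71), Sc5d (FC 2.18) and Dhcr7 (FC 2.29). Among those not past the test were Hmgcs1 (log2 fold change 0.84, adjusted p = 0.102), Pmvk (0.91, adjusted p = 0.0609), Lss (0.57, adjusted p = 0.0559), Ebp (0.40, adjusted p = 0.184) and Mvd, whose probe sets 1417303_at and 1448663_s_at had log2 fold changes of 0.07 and 0.60 (adjusted p = 0.766 and 0.281). Ggps1, Hsd17b7, Tm7sf2 and Lbr did not pass either. With 16 added to the intensities 13 rose, among them Hmgcs1, Pmvk and Lss (adjusted p = 0.0188, 0.00804 and 0.0187). Without DUhTP replicate 1, 2 or 3 the number that rose was 5 each time, and without DUC replicate 1, 2 or 3 it was 3, 0 and 0.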

With the exception of HMG-CoA-reductase (Hmgcr) and mevalonate-5P-decarboxylase (Mvd), all gene sets revealed significantly increased (p<0.05) abundance of mRNA transcripts in DUhTP mice if compared to unselected controls (Fig 3). 

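Idi1, which isomerizes isopentenyl pyrophosphate, had the highest FC of the measured cholesterol synthesis genes on both of its probe sets. The FC was 4.54 on 1451122_at (log2 fold change 2.18, standard error 0.17, adjusted p = 0.0103) and 4.79 on 1423804_a_at (log2 fold change 2.26, standard error 0.15, adjusted p = 0.00708). The next highest log2 fold changes were 1.90 for Fdps (standard error 0.16), 1.89 for Nsdhl (standard error 0.14) and 1.81 for Sqle (standard error 0.12). The difference between Idi1 and these genes was not tested. With 1 array left out in turn, the log2 fold change of Idi1 on 1451122_at stayed between 2.07 and 2.34. Its adjusted p was 0.0543, 0.0633 and 0.0649 without DUC replicate 1, 2 or 3, which ended the call, and under 0.05 without any 1 of the DUhTP arrays.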

Beyond all other gene sets from the WikiPathway *Cholesterol Biosynthesis*, isopentenyl pyrophosphate isomerase mRNA had the strongest increase in the liver from DUhTP mice versus controls (Idi1, FC 3.98). Based on mRNA transcript abundance it is concluded that cholesterol biosynthesis is strongly upregulated in DUhTP mice.

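As a group, the 19 measured cholesterol synthesis genes had a median log2 fold change of 0.91 and a mean of 0.87 in DUhTP mice. Against the other genes on the array, the list had the smallest adjusted p of 44 lists from camera at the preset correlation (adjusted p = 3.52e-09; adjusted p = 0.199 with an estimated correlation, which did not pass). fry, which tests the list against no change, gave an adjusted p = 0.00179. Members below 0 were Ggps1 (log2 fold change -0.31), which makes geranylgeranyl diphosphate, and Hsd17b7 (-0.61), and Tm7sf2 was at 0.05. None of these 3 passed the test. From the raised abundance of these transcripts the paper concludes that cholesterol biosynthesis is upregulated in DUhTP mice.

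**Figure D2:**
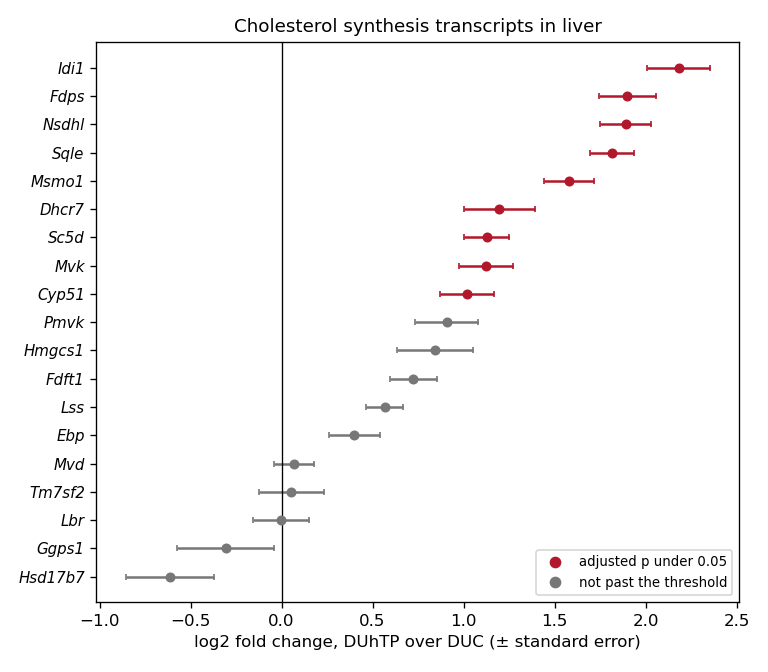
Log2 fold change (DUhTP minus DUC) with its standard error for the brightest probe set of each measured cholesterol synthesis gene, 3 arrays per line. Points in red passed an adjusted p under 0.05; Idi1 was highest at 2.18 and Hsd17b7 lowest at -0.61.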

**Fig 3:**
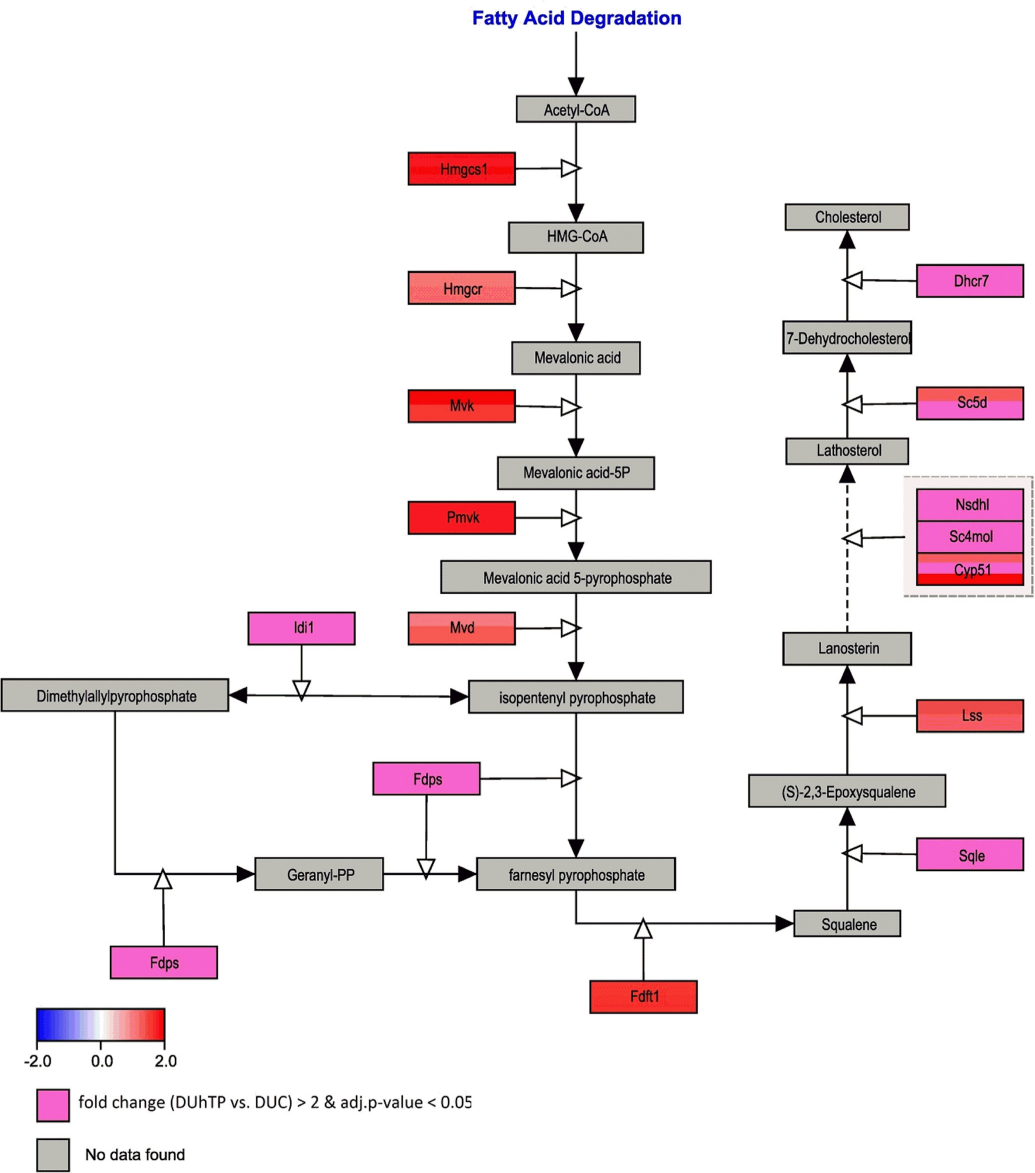
Pathway analysis of microarray results related to Cholesterol Biosynthesis (Mus musculus, WikiPathway WP103) in the liver of DUhTP versus DUC mice. Enzymatic reactions are marked by arrows. Enzyme encoding genes in boxes are colored red or blue, respectively, to indicate up- or down-regulation in DUhTP compared to control DUC. Different colors in a box for the same gene indicate various probe sets with differing expression. Genes with up-regulated fold change >2 are colored in pale magenta.

### Steroid biosynthesis

The gene set of WikiPathway *Steroid Biosynthesis* includes a total of 15 genes whereof 13 were measured. Abundance was significantly different in livers from DUhTP and DUC mice for seven mRNA sequences (Fig 4). 

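Steroid hormone synthesis genes moved in both directions in DUhTP mice. Of 16 measured genes 3 rose, all of the 3β-hydroxysteroid dehydrogenase family, and 1 fell, the 17α-hydroxylase Cyp17a1 (4 and 1 when adjusted over the list alone). Beside Hsd3b5, the members that rose were Hsd3b3 (FC 3.15, adjusted p = 0.00708) and Hsd3b2 (FC 2.38, adjusted p = 0.0288), whose probe sets belong to a family of similar sequence. Hsd11b1, which regenerates corticosterone, and Hsd17b4 had log2 fold changes of 0.23 (adjusted p = 0.332) and -0.10 (adjusted p = 0.622). The median of the list was 0.13 (adjusted p = 0.135 from camera, adjusted p = 0.0559 from fry). The number that rose was 2 without any 1 DUhTP array or DUC replicate 1, and 0 without DUC replicate 2 or 3. The number that fell was 1 without DUhTP replicate 1 or 2 and 0 without DUhTP replicate 3 or any 1 DUC array.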

The strongest increase of mRNA transcript abundance was found for steroid delta isomerase-5 (Hsd3b5, FC 4.97) and a major decrease was identified for steroid 17-alpha-monooxygenase (Cyp17a1, FC -11.6).

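Hsd3b5, a 3-ketosteroid reductase of male mouse liver, rose in DUhTP mice to an intensity of 2823 ± 201 from 564 ± 122 in DUC mice (SD, n = 3 per line; log2 fold change 2.35, standard error 0.19, adjusted p = 0.0105). Cyp17a1, the steroid 17-alpha-monooxygenase, fell by 4.43 on the log2 scale (standard error 0.48, adjusted p = 0.0200), with an FC of -21.5. With 16 added to the intensities the FC of Cyp17a1 was -11.6. Hsd3b5 lost its call without DUC replicate 2 or 3 (adjusted p = 0.0565 and 0.0649), and Cyp17a1 lost it without DUhTP replicate 3 (adjusted p = 0.0618) and without DUC replicate 1, 2 or 3 (adjusted p = 0.0736, 0.0964 and 0.0999).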

**Fig 4:**
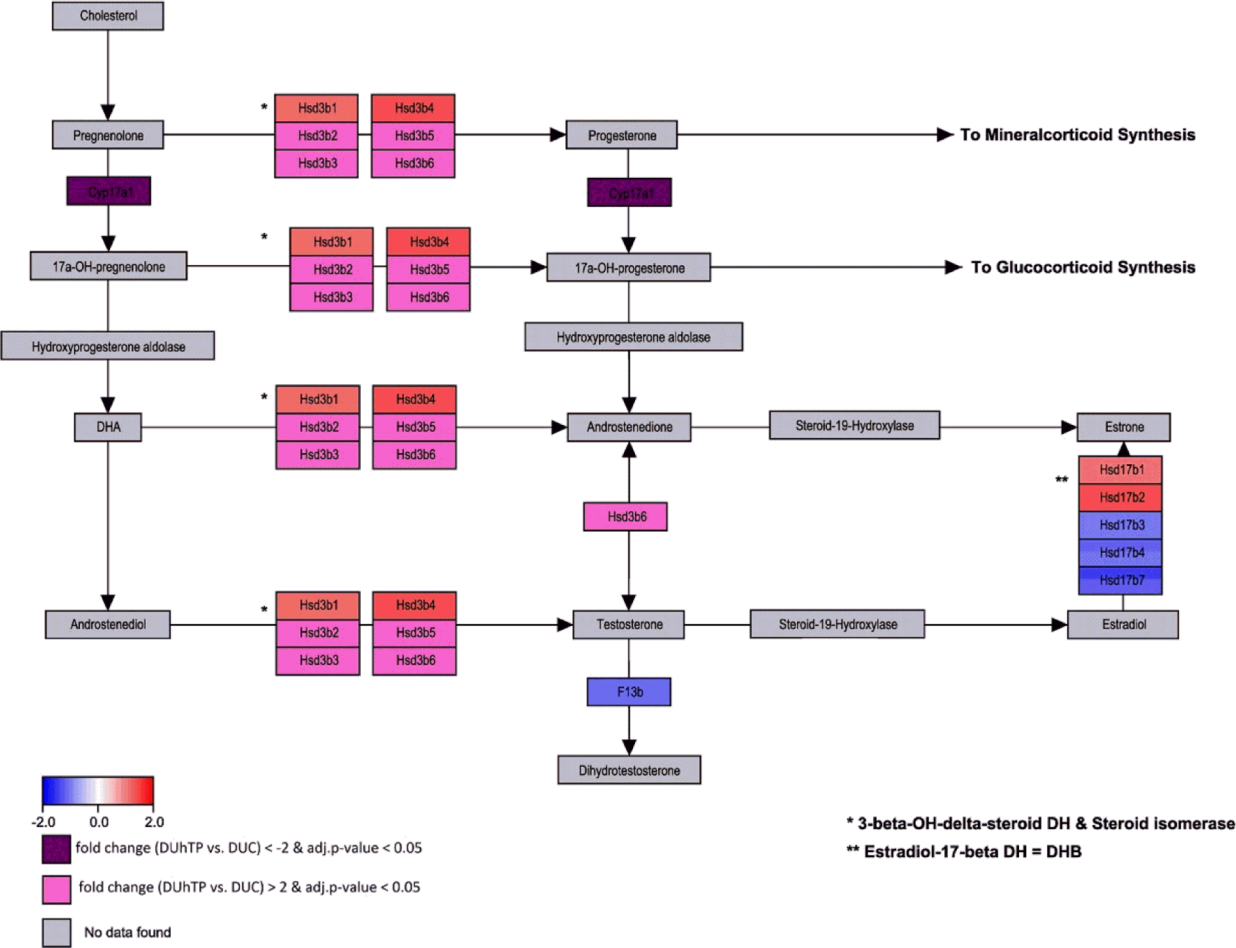
Pathway analysis of microarray results related to Steroid Biosynthesis (Mus musculus, WikiPathway WP55) in the liver of DUhTP versus DUC mice. Enzymatic reactions are marked by arrows. Enzyme encoding genes in boxes are colored red or blue, respectively, to indicate up- or down-regulation in DUhTP compared to control DUC. Different colors in a box for the same gene indicate various probe sets with differing expression. Genes with fold change >2 are colored in pale and dark magenta for up- or down-regulation, respectively.

### Quantification of steroids in DUhTP mice versus controls

Serum levels of progesterone, corticosterone, testosterone and estradiol were analyzed by mass spectrometry in DUhTP and control mice. Progesterone was significantly (p<0.009) increased, while estradiol (p<0.017) was decreased in DUhTP mice compared to controls. Testosterone (p<0.055) was decreased with borderline significance in DUhTP mice. Serum levels of corticosterone were similar in both mouse lines. Serum steroid hormone levels are shown in Fig 5.

**Fig 5:**
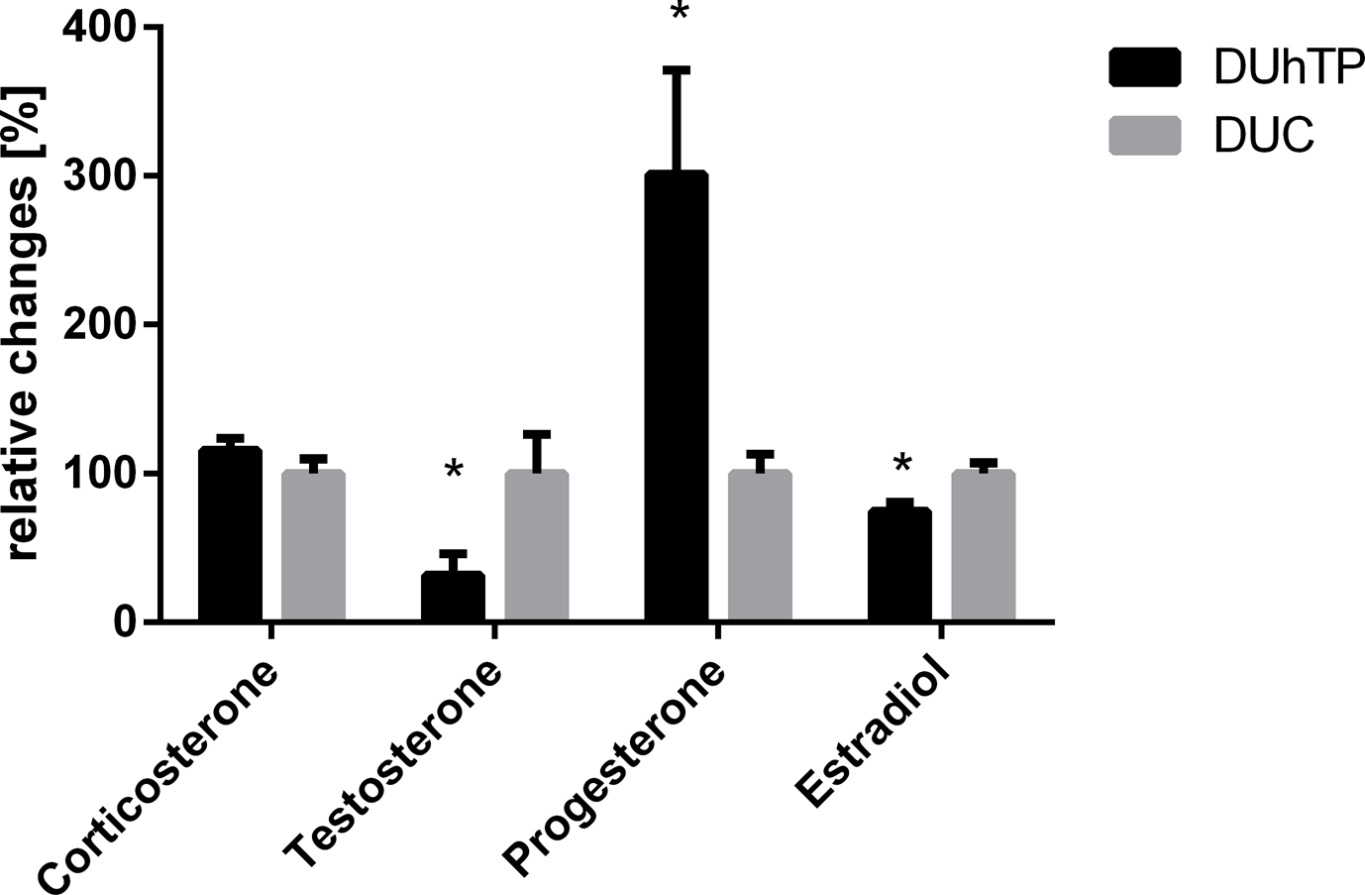
Serum levels of steroids measured in DUhTP and DUC (mean±SEM; N>22; *p<0.05).

## Discussion

In more than 90 rounds of phenotype-selection for high running performance [21] DUhTP mice, also termed marathon mice, are supposed to acquire a complex set of genetically fixed mechanisms enabling superior endurance performance. The marathon mouse model used in the present study is characterized by marked accumulation of body and organ fat as well as by higher concentrations of carbohydrates and lipids in the liver [20]. Here we hypothesized that the metabolomic phenotype of DUhTP mice in the liver may be explained at the level of hepatic mRNA transcript abundance. In order to test this hypothesis, network modeling of hepatic mRNA transcript abundance analyzed in DUhTP mice and unselected controls was performed.

### Induction of glycolysis and inhibition of gluconeogenesis

Metabolomic profiles of liver extracts uncovered large-scale upregulation of carbohydrate metabolism as indicated by strong increases of carbohydrates and in particular different hexose phosphates in DUhTP mice versus controls [20]. Glucose uptake from blood into the liver is mainly achieved by the low affinity glucose transporter GLUT2 (*Slc2a2*), acting independently of insulin, but dependent on the level of blood glucose [38, 39]. 

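Slc2a2, which encodes GLUT2, read 2613, 2399 and 2635 in DUhTP replicates 1, 2 and 3 and 1571, 1388 and 1321 in DUC replicates 1, 2 and 3. All DUhTP arrays thus lay above all DUC arrays. The mean was 2549 ± 131 in DUhTP mice and 1426 ± 129.5 in controls (SD, n = 3 per line).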

In DUhTP mice, abundance of Slc2a2 mRNA is significantly increased compared to unselected controls. Also, mRNA transcript abundance of other low affinity glucose carriers (GLUT3 and GLUT5) tended to be increased in the liver of DUhTP mice. 

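Slc2a3 (GLUT3) was dim on its 4 probe sets. The brightest, 1455898_x_at, read 31.5 ± 3.93 in DUhTP and 29.7 ± 4.63 in DUC mice (SD, n = 3 per line; FC 1.07, adjusted p = 0.805), and the dimmest, 1421924_at, read 9.18 ± 1.89 against 5.06 ± 0.554 (FC 1.79, adjusted p = 0.0886). The fructose carrier Slc2a5 (GLUT5) read 138 ± 10.0 against 119 ± 14.4 (FC 1.16, adjusted p = 0.411). None of the Slc2a3 and Slc2a5 probe sets passed the test, with or without 16 added to the intensities, and all had an FC above 1.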

In rats, moderate daily exercise decreased hepatic GLUT expression [40] and this reduction was discussed in the context of a leaner phenotype from daily exercise. Thus, elevated GLUT2 mRNA concentrations in DUhTP mice are correlated with the obese phenotype. 

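Slc2a1, the transporter GLUT1, was measured by 3 probe sets, all lower on average in DUhTP mice. Probe set 1426599_a_at read 61.0 ± 5.04 against 89.3 ± 6.76 in DUC mice (SD, n = 3 per line), with no overlap between the arrays of the lines. The brighter 1434773_a_at had an FC of -1.13 (adjusted p = 0.676) and 1426600_at one of -1.23 (adjusted p = 0.335), and neither passed with 16 added to the intensities (adjusted p = 0.612 and 0.267).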

Abundance of mRNA coding for the ubiquitous insulin-dependent glucose transporter Slc2a1 (GLUT1), with a high affinity for glucose ensuring permanent glucose uptake, is decreased in DUhTP mice. Exercise-related modulation of GLUT1 expression in the liver has not yet been reported in the literature.

As an initial step of glycolysis, glucokinase (also hexokinase 4, GCK) is responsible for conversion of glucose to glucose-6-phosphate [41, 42]. Abundance of liver-specific GCK mRNA is almost 3-fold increased in DUhTP mice (p<0.005). GCK expression is upregulated by insulin [43, 44] as a mechanism of glucose homeostasis. However, in DUhTP mice, insulin concentrations in blood are unaltered by the genotype [20] and thus do not explain higher abundance of GCK mRNA in the present model. Notably, physical activity reduced hepatic activity of GCK in rats [45]. Higher levels of GCK mRNA expression and increased protein expression of GCK have been discussed in a context of hepatic energy metabolism before [20]. Abundance of transcription factor SREBP1 mRNA, is strongly increased in DUhTP compared to control mice (FC 2.81, p<0.005). 

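Srebf1, the gene of SREBP1, rose in DUhTP mice to an intensity of 525 ± 118 from 175 ± 24.0 in DUC mice (SD, n = 3 per line). This is an FC of 2.98 (log2 fold change 1.57, standard error 0.20, adjusted p = 0.0263). Srebf2, the gene of the related factor that acts mainly on cholesterol synthesis, had an FC of 1.27 on 1452174_at (adjusted p = 0.328) and -1.15 on 1426744_at (adjusted p = 0.761). Leaving out any 1 array ended the call of Srebf1: its adjusted p was 0.0576, 0.0576 and 0.0737 without DUhTP replicate 1, 2 or 3 and 0.1003, 0.118 and 0.0989 without DUC replicate 1, 2 or 3.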

Acting as a transcription factor for glucokinase [46], SREBP1 may increase expression of GCK mRNA also in DUhTP mice. Ruiz and colleagues [47] have shown that RNAi knockdown of hepatic *Srebp1* in mice increased phosphoenolpyruvate-carboxykinase (PEPCK, Pck1) expression, in accordance with elevated mRNA levels of SREBP1 and decreased levels of Pck1 mRNA in DUhTP mice. On the level of mRNA expression, it is concluded that glycolysis is increased, whereas gluconeogenesis is decreased in the liver of DUhTP mice at an age of 10 weeks. Because previous findings in 7-week DUhTP mice revealed higher PEPCK protein expression in the liver from DUhTP mice suggesting increased gluconeogenesis [20], there is, however, the possibility of age-specific effects on metabolic regulation in the liver of DUhTP mice.

### Triacylglyceride synthesis in DUhTP mice

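Acly and Fasn, the enzymes that supply acetyl-CoA and build palmitate from it, both read higher in DUhTP mice. Acly read 537 ± 35.8 against 311 ± 32.8 on 1451666_at (SD, n = 3 per line), and Fasn 438 ± 81.6 against 242 ± 30.9. For Fasn the log2 fold change was 0.84 with a standard error of 0.18, and its arrays did not overlap between the lines. For Acly the other probe sets 1438389_x_at and 1425326_at had an FC of 1.67 and 1.65 (adjusted p = 0.0537 and 0.175). The probe set 1451666_at and no other of the 5 Acly probe sets passed the test, and with 16 added 1438389_x_at and 1439459_x_at passed as well (adjusted p = 0.00764 and 0.0249).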

Abundance of ATP-citrate lyase mRNA (ACLY) and fatty acid synthetase mRNA (FAS; FC 1.75, p<0.05) were significantly increased in DUhTP (FC 1.69) versus control mice. Hepatic expression of FAS is suppressed by physical activity [48]. Consequently, increased abundance of FAS mRNA in the liver may be a specific adaption of metabolic control in DUhTP mice. Both FAS [49] and ACLY [50] are regulated by the transcription factor SREBP1. Because SREBP1 was also discussed in the context of carbohydrate metabolism (GCK and Pck1), it may act on different metabolic pathways in the liver of DUhTP mice. In the liver, SREBP1 is a potent activator of fatty acid synthesis [51]. As demonstrated previously [20], DUhTP mice are characterized by more than a 2-fold increase in triglyceride content in the liver. 

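Echdc3 read 839 ± 46.8 in DUhTP mice and 484 ± 13.7 in DUC mice (SD, n = 3 per line). Pecr was brighter, with 2186 ± 218 against 1274 ± 92.0 on 1448910_at, and its log2 fold change was 0.78 (standard error 0.13). For both genes the lowest DUhTP array lay above the highest DUC array. A dim second probe set of Pecr, 1439167_at, read 30.3 ± 6.03 against 31.6 ± 2.31 (FC -1.06, adjusted p = 0.840).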

SREBP1 is not known to upregulate enoyl-CoA-hydratase domain-containing 3 (Echdc3, FC 1.71) and peroxisomal trans-2-enoyl-CoA reductase (Pecr, FC 1.71), two additional lipogenic enzymes that are more abundant in DUhTP versus control mice on the levels of mRNA. Hence we may speculate that higher expression levels of different lipogenic enzymes represent polygenic adaptations established during long-term selection of DUhTP mice. Altogether, results from microarray analysis suggest increased biosynthesis of triglycerides in the liver of DUhTP mice, which is in line with results from a metabolome study, performed in the liver of DUhTP mice before [20].

### Cholesterol and steroid biosynthesis

Results from mRNA analysis further support results from the previous metabolome study on hepatic extracts from DUhTP mice [20] and unpublished data that demonstrated higher levels of stigmasterol and cholesterol in DUhTP mice versus controls. 

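The intensities of Fdps, Idi1, Sqle and Dhcr7, enzymes spread along the cholesterol synthesis pathway, did not overlap between the lines. Fdps read 1098 ± 166 in DUhTP mice and 293 ± 32.0 in DUC mice (SD, n = 3 per line). Idi1 read 395 ± 73.4 against 86.2 ± 6.73 on 1451122_at. Sqle was the most even within the DUhTP line, with 351 ± 6.30 against 100.1 ± 11.3. Dhcr7, which acts late in the pathway, read 382 ± 76.7 against 166 ± 27.2 (log2 fold change 1.20, standard error 0.19, adjusted p = 0.0448). Of the 4, Dhcr7 lost its call without any 1 of the 6 arrays (adjusted p = 0.0967, 0.0816 and 0.0947 without DUhTP replicate 1, 2 or 3 and 0.142, 0.153 and 0.118 without DUC replicate 1, 2 or 3), Fdps without any 1 of the DUC arrays (adjusted p = 0.0570, 0.0633 and 0.0649 without replicate 1, 2 or 3), Idi1 likewise (adjusted p = 0.0543, 0.0633 and 0.0649), and Sqle without DUC replicate 2 or 3 (adjusted p = 0.0565 and 0.0512).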

Notably, a number of mRNA transcripts that are present at higher concentration in DUhTP versus control mice (e.g. Fdps, Idi1, Sqle, Dhcr7) are transcriptionally activated by SREBP-1 or SREBP-2 [51]. Thus, in addition to carbohydrate and fatty acid metabolism, as discussed before, SREBPs could act as important regulatory factors also for cholesterol synthesis in the liver of DUhTP mice [51]. Follow-up studies will have to address the specific function of different SREBP-family members in the liver of DUhTP mice.

Analysis of mRNA expression with respect to steroid hormone production in the liver of DUhTP mice revealed lower production of glucocorticoids and sex steroids, but increased production of mineralocorticoids. Interestingly, direct steroid hormone measurement in serum of DUhTP and control mice supports results from the mRNA expression analysis related to the steroid hormone biosynthesis pathway. 

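Cyp17a1, which adds the 17-hydroxyl group to pregnenolone and progesterone, was dim in the liver of DUhTP mice and several times brighter in every DUC array. Its intensity was 27.9, 8.72 and 26.8 in DUhTP replicates 1, 2 and 3 and 343, 472 and 402 in DUC replicates 1, 2 and 3. The mean was 21.2 ± 10.8 in DUhTP mice and 406 ± 64.6 in controls (SD, n = 3 per line).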

By the inhibition of steroid 17-alpha-monooxygenase (CYP17a1) mRNA, expression of the 17-hydroxy forms of pregnenolone and progesterone could be repressed in DUhTP mice, potentially resulting in higher progesterone and lower sex steroid concentrations present in DUhTP mice versus controls. In mammalian testes, CYP17a1 is increased by exercise [52]. However, the relevance of hepatic steroid production is unclear, although steroidogenic enzyme expression by the fetal liver has been discussed as an effector of circulating steroid levels [53]. Nevertheless, steroids are considered as potent effectors of physical exercise performance and it has been demonstrated that progesterone, testosterone or estradiol are regulated also in response to acute physical exercise in human subjects [54–56].

### Conclusions

Over-representation analysis with PathVisio of biochemical pathways suggested increased activity of the glycolytic pathway as well as increased production of fatty acids and cholesterol in the liver of DUhTP mice and therefore confirmed previous results on the level of metabolome or proteome. 

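Of 11 measured genes of SREBP regulation and cholesterol uptake, Srebf1 rose in DUhTP mice and 0 fell (3 rose and 2 fell when adjusted over the list alone). The sterol carrier Stard4 had a log2 fold change of 1.00 (adjusted p = 0.0607), the SREBP retention factor Insig2 one of -0.34 (adjusted p = 0.199) and the HDL receptor Scarb1 one of -0.46 (adjusted p = 0.155). None of these 3 passed the test. With 16 added to the intensities 3 members rose and 1 fell, Stard4 among the former (adjusted p = 0.00690). The median of the list was 0.21 (adjusted p = 0.164 from camera, which did not pass, and adjusted p = 0.0146 from fry, which tests the list by itself and passed). Without an added constant, Srebf1 passed in none of the 6 comparisons with 1 array left out (adjusted p = 0.0576 to 0.118).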

A high number of mRNA transcripts present at increased abundance in the liver from DUhTP mice versus controls are regulated by SREBPs. We may thus assume important functions of SREBPs for metabolic adaptations present in the liver of DUhTP mice. Analysis of hepatic mRNA expression further indicated higher progesterone synthesis and reduced production of sex steroids in the liver of DUhTP mice versus controls. In serum samples from DUhTP mice and controls, both predictions were supported on the metabolic level by current mass spectrometry.

## Supporting Information

S1 Table Primers used in the present study. (DOC) Click here for additional data file.

S2 Table Results of qRT-verification of liver mRNA expression in DUhTP and DUC. Listed are transcript numbers with standard error (SE) plus fold change (FC) between both strains and associated p-value of an unpaired t-test.
(DOC) Click here for additional data file.

# Supplementary material for: Advanced Running Performance by Genetic Predisposition in Male Dummerstorf Marathon Mice (DUhTP) Reveals Higher Sterol Regulatory Element-Binding Protein (SREBP) Related mRNA Expression in the Liver and Higher Serum Levels of Progesterone
**Source:** PLoS One. 2016 Jan 22;11(1):e0146748. doi: 10.1371/journal.pone.0146748
**Supplement:** S1 Table

**S1 Table** Primers used in the present study

| Gene title | Gene-ID | Symbol | Primer pair sequence 5´- 3´ |
| --- | --- | --- | --- |
| aldo-keto reductase family 1 | 11677 | Akr1b3 | ccattcagaggaacttggtag  tggaaggggtaatccttgtg |
| calcium/calmodulin-dependent protein kinase II, beta |  | Camk2b | AATCTTCCGACAGCACCAAC  CTGTGGAAATCCATCCCTTC |
| cytochrome c oxidase subunit VIb polypeptide 2 | 333182 | Cox6b2 | gcaggaattgctacttggatg  agtactcgcagggttgtgtg |
| cytochrome P450 2B9 | 13094 | CYP2b9 | ggaaaccaggccattggtag  tggactgttgggaggaagag |
| cytochrome P450 2D13 | 68444 | CYP2D13 | tccaattctcctgcacatcc  ccctttgccttctccatttc |
| cytochrome P450, family 51 |  | Cyp51 | TCCTGGCAGAGTTGTGACTT  CAGCCTCTGCTGTGTTGTTC |
| glutathione S-transferase, mu 3 | 14864 | Gstm3 | cacagcccttttctgcaatc  ggcactcgagtattgacctt |
| heat shock protein 110 | 15505 | HSP110 | gtcagggtcctgtggagttg  acacacatgcggaaatgaag |
| heat shock protein 1A | 193740 | Hspa1a | atgcttgtgtcgggtcctt  acccgagttcaggatggtt |
| histocompartibility 2, class II antigen E alpha | 14960 | H2-Ea | tgacaagttctcccctcca  aaccccagtgatccacctc |
| histocompatibility 2, K1, K region | 14972 | H2-K1 | CTGCCTGGAGTGGACTTGG  GCTGTGGAAGGGAAGACAGA |
| iodothyronine Dioinase type1 | 13370 | Dio1 | gcattggaaacacttttctgg  gcctgcgatttggtttagtt |
| solute carrier family 26 a1 | 231583 | Slc26a1 | tccaccacctcagcatctc  ggctgaccagtacgacctt |
| squalene epoxidase | 20775 | Sqle | gctgaacaaatttacccaca  caactgtcattcctccacca |
| zinc finger protein 236 | 329002 | Zfp236 | ttatacgcctgggatgtgg  ttccttggcttttggtttg |

# Supplementary material for: Advanced Running Performance by Genetic Predisposition in Male Dummerstorf Marathon Mice (DUhTP) Reveals Higher Sterol Regulatory Element-Binding Protein (SREBP) Related mRNA Expression in the Liver and Higher Serum Levels of Progesterone
**Source:** PLoS One. 2016 Jan 22;11(1):e0146748. doi: 10.1371/journal.pone.0146748
**Supplement:** S2 Table — Listed are transcript numbers with standard error (SE) plus fold change (FC) between both strains and associated p-value of an unpaired t-test.

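S2 Table gives qRT-PCR transcript numbers of both lines. Each transcript number is read from a standard curve of diluted PCR product and normalized to Hprt1, the internal standard, to correct for differences in RNA input and in the efficiency of reverse transcription. The standard error gives the precision of each transcript number. PCR primers and array probes can bind different parts of a transcript, so both methods can read different transcript forms of 1 gene.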

S2Table  **Results of qRT-verification of liver mRNA expression in DUhTP and DUC.** Listed are transcript numbers with standard error (SE) plus fold change between both strains and associated p-value of unpaired t-test.

| Gene Symbol | Transcript number (±SE)  DUhTP | Transcript number (±SE)  DUC | Fold change | p-value |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| Akr1b3 | 4.60E+02 (±1.01E+02) | 2.04E+02 (±5.39E+01) | 2.18 | 0.0322 |
| Camk2b | 3.63E+02 (±5.40E+01) | 2.18E+02 (±3.40E+01) | 1.50 | 0.0450 |
| Cox6b2 | 5.28E+02 (±1.78E+02) | 2.19E+01 (±5.56E+00) | 18.59 | 0.0082 |
| Cyp2b9 | 9.58E+02 (±2.01E+02) | 5.98E+00 (±1.84E+00) | 177.54 | 0.0002 |
| Cyp2d13 | 6.92E+02 (±1.07E+02) | 1.05E+03 (±2.99E+02) | -1.52 | 0.2856 |
| Cyp51 | 4.59E+01 (±7.72E+00) | 3.10E+01 (±1.44E+01) | 2.73 | 0.0067 |
| Dio1 | 5.18E+02 (±9.90E+01) | 1.37E+02 (±2.10E+01) | 3.79 | 0.0016 |
| Gstm3 | 1.33E+03 (±2.31E+02) | 2.83E+02 (±7.59E+01) | 6.78 | 0.0005 |
| Hsp110 | 1.61E+02 (±2.75E+01) | 3.36E+02 (±1.05E+02) | -1.51 | 0.1424 |
| Hspa1a | 1.21E+02 (±5.71E+01) | 8.26E+02 (±3.62E+02) | -6.81 | 0.0753 |
| H2-Ea | 1.41E+03 (±1.81E+02) | 1.70E+02 (±5.56E+01) | 8.28 | 0.0000 |
| H2-K1 | 7.01E+03 (±1.03E+03) | 7.72E+03 (±9.68E+02) | 1.02 | 0.7550 |
| Slc26a1 | 1.28E+03 (±1.80E+02) | 9.36E+02 (±3.71E+02) | 2.14 | 0.0097 |
| Sqle | 1.45E+02 (±3.09E+01) | 4.98E+01 (±1.80E+01) | 2.75 | 0.0132 |
| Zfp236 | 2.17E+02 (±3.94E+01) | 1.66E+02 (±2.54E+01) | 1.19 | 0.2759 |

How the deposited data were processed for this re-analysis (not part of the article)

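Liver RNA of DUhTP mice, selected for running performance, and of unselected DUC controls was hybridized to Affymetrix Mouse Genome 430A 2.0 arrays, with 3 arrays per line and 6 in all. The paper gives 3 pools per line while the sample labels describe a single mouse, and which is right is not settled here. The array was taken as the replicate, so every SD is one among arrays, whether of pools or of mice. All mice were 70 days old. The authors scaled the arrays globally in GCOS 1.1.1, imported them into Array Assist and estimated expression with PLIER. The deposited values are therefore PLIER intensities on a linear scale, in arbitrary units. The paper's text does not state the PLIER version or an added constant. With 16 added, the count of probe sets at an FC over 2 was 337, as in the paper. The array FCs of Table 2 then lay close to the paper's in size, though not all in sign. A call of the paper that is missing here without a constant thus need not be an error of the paper.

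The table holds 22690 probe sets. The 64 control probe sets were left out and 22626 were tested. Gene symbols came from the array annotation and were matched by gene number to the mouse annotation used for gene order: 20351 of the 20380 probe sets with 1 symbol matched and 0 symbols changed. Probe sets with 1 symbol cover 12393 genes, of which 12367 have a place on a chromosome. Probe sets with several symbols or none were tested but not assigned to a gene, except where the paper's Table 2 names them. Some genes discussed in the paper have no probe set with 1 symbol here and are not analysed here.

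Intensities were logged to base 2 without an added constant, as all were above 0, and the lines were compared in limma 3.58.1 under R 4.3.3 with lmFit and eBayes, without a blocking term, as the replicate numbers are not known to pair the arrays of the lines. Values of p were adjusted over all tested probe sets by the Benjamini-Hochberg method. A probe set was counted at an adjusted p under 0.05 and an FC over 2, or at any FC where stated. Gene lists, 44 in number, were written from textbook knowledge. A list member was counted as higher or lower when at least 1 of its probe sets with a single symbol passed an adjusted p under 0.05, also adjusted over the list alone. The lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry, and with a 1-sided Fisher's exact test of enrichment against all 12393 genes, each on the brightest probe set per gene and adjusted over the lists.

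The genes to be named were fixed by a rule: every gene the paper names and that has a probe set, 43 in number; the 12 genes with the highest and the 12 with the lowest log2 fold change among bright probe sets past the threshold without overlap between the lines; and from each list up to 4 called members with the smallest p and up to 2 other members with the highest mean. The rule gave 196 genes. The paper's values for its own genes had been seen when the rule was written. Further list members are named where they complete a count, and these were chosen after their values were seen.

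The alternatives tried were 16 added to every intensity, quantile normalization, leaving out the dimmest 33.3% of the probe sets, limma-trend, array weights, a block for the replicate number, leaving out probe sets that can match several transcripts, leaving out each array in turn, unadjusted p, and for genes the brightest probe set or the one with the smallest p. The procedure was tested on simulated data with 200 changed probe sets among 22626 and 3 arrays per line. At a log2 fold change of 1 it recovered 20.0% without an added constant and 79.5% with 16 added. At 2 it recovered 78.5% and 98.5%, and at 0.5 it recovered 0% either way, with 11 false calls at most. With 16 added the median estimates were 0.995 and 2.01 at changes of 1 and 2, so the change was set after adding 16. For dim probe sets this is a larger fold in intensity. The shares thus cannot compare recovery with and without 16 added. The number of arrays limits the precision: with 3 against 3, an exact permutation test cannot give a p below 0.10. The lowest correlation of log2 intensities between arrays of a line was 0.959 for DUhTP and 0.974 for DUC, and the lowest between the lines was 0.950. Serum steroids and qRT-PCR were not analysed here.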

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

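No test was added for these genes after the result was seen. Their choice for a closer look follows from the size of the increase among bright probe sets of genes that the paper does not discuss. Decreases were not flagged, although Exosc1 and Cyp4a14 fell by 3.04 and 2.68 on the log2 scale. Ces1g, a liver carboxylesterase, was higher in DUhTP mice by 2.597 on the log2 scale (standard error 0.20, adjusted p = 0.00957), with an intensity of 1038 ± 215 against 170.4 ± 26.4 in DUC mice (SD, n = 3 per line). The water channel Aqp8 was higher by 2.608 (standard error 0.12), with 976 ± 44.6 against 160.4 ± 15.9. The serpin Serpina12, also called vaspin, was higher by 3.462 (standard error 0.18), with 395 ± 68.4 against 35.7 ± 5.32. The phosphodiesterase Gdpd3 was higher by 3.593 (standard error 0.19), with 385 ± 63.8 against 31.9 ± 4.94. Aqp8, Serpina12 and Gdpd3 had an adjusted p = 0.00708 and lost the call only without DUC replicate 2 (adjusted p = 0.0565, 0.0565 and 0.0565), and Ces1g lost it without DUC replicate 2 or 3 (adjusted p = 0.0633 and 0.0638). No explanation was tested for these genes one by one.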

How the results depend on the processing

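The alternatives that combine 16 added to the intensities with a replicate block or with an array left out, and the neighbour count at any FC without pairs of one family, were chosen after seeing the data. Of the 196 named genes, 0 changed direction past the test under any alternative. Of the 83 called ones, 0 lost the call with 16 added, quantile normalization, limma-trend or array weights, 0 without the dimmest probe sets, where Cyp4a31 has no value, 7 lost it without probe sets that can match several transcripts, with no value for genes left without a probe set, and 51, 52, 60, 64, 83 and 72 lost it without DUhTP replicates 1 to 3 and DUC replicates 1 to 3. Calls were gained by 27 genes with 16 added, 40 with limma-trend, 24 without the dimmest probe sets, 6 with array weights and 3 with quantile normalization. The cause of these changes was not tested, except that leaving out an array takes away 1 of 6 samples. Signal near the background limits the FC of dim probe sets, which depends on the added constant.

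Counts of differential probe sets at an FC over 2 were 557 with limma-trend and 879 (396 higher) at an unadjusted p under 0.05. At any FC they were 1951 (888 higher) with 16 added, 1851 (885 higher) without the dimmest probe sets, 2350 (1066 higher) with limma-trend and 4769 (2218 higher) unadjusted. Genes were 390 (213 lower) with limma-trend and 642 (297 higher, 347 lower) unadjusted. List members past the test, 94 over all lists, were 194 with 16 added, 185 without the dimmest probe sets, 227 with limma-trend and 272 unadjusted. In fatty acid synthesis 7 rose and 4 fell with 16 added, with limma-trend and without the dimmest probe sets, 8 and 4 unadjusted, 4 fell with array weights, 1 fell on the brightest probe sets and 1 rose without probe sets that can match several transcripts. In glycolysis 2 rose with 16 added or without the dimmest probe sets, 3 rose and 1 fell with limma-trend, and 4 rose and 1 fell unadjusted. Unadjusted, 2 cholesterol synthesis genes fell, 1 gluconeogenesis gene rose and 4 steroid hormone synthesis genes fell, and with limma-trend 2 of the last fell. With an estimated correlation 0 of 11 lists passed camera, and the median shift of cholesterol synthesis, 0.91, did not pass. The estimate was below the preset 0.01 for gluconeogenesis (-0.0121), PPARα targets (-0.00780) and LXR targets (-0.0226), among others. Correlation among genes thus does not account for the loss of these lists. Enriched lists were 7 without probe sets that can match several transcripts. Of the other probe sets of called genes, 89.6% without the dimmest probe sets and 81.5% with limma-trend had the same direction. Pairs of neighbouring called genes were 3 without pairs of one family.

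Leaving out 1 array gave 1 to 122 differential probe sets at an FC over 2 and at any FC (1 to 67 higher), 1 to 98 genes (1 to 50 higher, 0 to 56 lower), 0 to 7 probe sets of Table 2, 1 to 31 list members and 0 to 5 enriched lists. Of cholesterol synthesis genes 0 to 5 rose, of fatty acid synthesis genes 0 to 1 rose and 0 fell, of glycolysis genes 0 rose, of gluconeogenesis genes 0 to 1 fell, and of steroid hormone synthesis genes 0 to 2 rose and 0 to 1 fell. The share of other probe sets with the same direction was 76.5% to 100%. Without DUC replicate 2 the count was lowest. With 16 added the count at any FC was 771 to 1591.

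A block for the replicate number gave 0 for differential probe sets at an FC over 2 and at any FC, for genes, for probe sets of Table 2, for list members (cholesterol synthesis, fatty acid synthesis, glycolysis, gluconeogenesis and steroid hormone synthesis among them) and for enriched lists in limma, against 915 and 4124 probe sets at an unadjusted p under 0.05. With 16 added and a block, 343 and 1800 passed. The deviations of arrays of the same number from their line means correlated at 0.00341, 0.0048 and 0.0667 across probe sets, and at -0.00503, -0.0179 and 0.114 with 16 added. Replicate 3 was the highest of the 9 pairs both times and the other 2 were not, so whether the numbers pair the arrays stays open. The cause of the loss was not tested.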

Differences from the paper's values

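The alternatives set before the data were examined are named here by what was changed. An FC is counted as different from the paper's where the signs differ, where the gap exceeds the SD among replicates under the same alternative, or, for a probe set with an array near the background, where 1 value is over 1.5 times the other; the last was added after the values were seen. As the SD changes with the alternative, a wider gap can count as no difference under one and a narrower gap as a difference under another. A p is counted as different where 1 value is over 1.5 times the other, whichever side of 0.05 it lies on. For the probe set of Akr1b3 the paper's FC is 2.41 and the FC here 2.688; with 16 added to the intensities it is 2.406, which does not differ from the paper's, and under all other alternatives it does. For Cyp2b9 the paper's FC is 14.21 and the FC here 17.56; it does not differ with 16 added (14.21) or without DUhTP replicate 1 (15.73), DUhTP replicate 3 (17.6), DUC replicate 1 (17.96) or DUC replicate 2 (16.47), and under all other alternatives it does. For Cyp51 the paper's FC is 2.31 and the FC here 2.942; it does not differ with 16 added (2.31) or without DUhTP replicate 3 (2.753), and under all other alternatives it does. For Sqle the paper's FC is 3.17 and the FC here 3.517; it does not differ with 16 added (3.167) or without DUhTP replicate 3 (3.487), DUC replicate 2 (3.407) or DUC replicate 3 (3.408), and under all other alternatives it does. For Zfp236 the paper's FC is 5.15 and the FC here 7.753; it does not differ with 16 added (5.147) or without DUhTP replicate 1 (5.97), DUhTP replicate 3 (7.304), DUC replicate 1 (6.564) or DUC replicate 3 (6.321), and under all other alternatives it does. For H2-Ea the paper's FC is 11.62 and the FC here 31.49, for Cox6b2 the paper's is 12.19 and the FC here 25.39, and for Cyp17a1 the paper's is -11.6 and the FC here -21.51; these 3 do not differ with 16 added (11.62, 12.19 and -11.63), and under all other alternatives they do.

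For 3 probe sets the sign differs under every alternative. For Camk2b (1455869_at) the paper's FC is 175.52 and the FC here -731.7, and with 16 added it is -175.52. For Hspa1a the paper's FC is 2.13 and the FC here -3.238, and with 16 added it is -2.14. For 1450170_x_at, which the paper lists as H2-K1, the paper's FC is 8.05 and the FC here -10.29, and with 16 added it is -8.05. With 16 added and the sign turned, the 3 values here come within 0.01 of the paper's. The other 12 probe sets of Table 2 have the paper's sign. In the paper's S2 Table the fold change of several genes, Cyp51 and Gstm3 among them, is not the ratio of the printed transcript numbers, and that of H2-K1 is positive while its number is lower in DUhTP mice; how it was computed is not stated.

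The paper's p for Slc2a4 is 0.06 and the adjusted p here 0.1589; it does not differ with 16 added (0.06115), without the dimmest probe sets (0.06234) or with limma-trend (0.05854), and under all other alternatives it does. The paper's p for Aldoa is 0.058 and the adjusted p here 0.2484 on the brightest probe set; it does not differ with limma-trend (0.07857), and under all other alternatives it does. Another Aldoa probe set, 1433604_x_at, chosen after seeing the values, has 0.0577 with 16 added. The paper's p for Dld is 0.056 and the adjusted p here 0.1716; it does not differ with 16 added (0.05516), without the dimmest probe sets (0.06808) or with limma-trend (0.03797, which passes the test where the paper's does not), and under all other alternatives it does.

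The paper calls Slc2a1, Pdha1, Pklr, Fasn, Hadh, Acsl5, Acss2 and Scd1 significant, and none of them passes an adjusted p under 0.05 here (the smallest adjusted p is 0.0515, for Scd1). All of them pass with 16 added, on 1426599_a_at for Slc2a1, and for the others on the brightest probe set. Pdha1, Pklr, Fasn, Hadh, Acsl5, Acss2 and Scd1 also pass without the dimmest probe sets and with limma-trend, and Scd1 with array weights. Got1, Pck1, Slc2a2, Pgam1, Acly on 1451666_at, Echdc3, Pecr and Acacb pass here as in the paper. In cholesterol synthesis the paper names Mvd and 1 other gene as the exceptions; of the genes measured here Hmgcs1, Pmvk and Lss do not pass either, and they pass with 16 added. Ebp, Tm7sf2, Hsd17b7, Ggps1 and Lbr, also on the cholesterol synthesis list used here, pass neither way; which genes of this list are among the 15 of the paper's gene set was not determined. Of Table 2, the 9 probe sets that pass here are those whose array FC has an asterisk in the paper. Dio1, Cyp2d13 on 1431803_at, Hspa1a, 1450170_x_at and Zfp236 do not pass here and have no asterisk there. All 5 pass with 16 added, which departs from the paper's marks, Dio1 with an adjusted p = 0.0247 and Hspa1a with 0.0198. The Table 2 probe set of Hsph1, 1423566_a_at, passes neither here (adjusted p = 0.250) nor with 16 added (adjusted p = 0.107). The paper gives its array FC no asterisk either. The paper describes opposite expression on H2-D1 probe sets without naming them. Taken here were 1425614_x_at and 1450170_x_at, the latter H2-K1 in the paper's Table 2. Neither passes here and both pass with 16 added.

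At the same thresholds the paper counts more genes lower than higher in DUhTP mice, while here 134 are higher and 105 lower. The order is the paper's with 16 added (102 higher, 121 lower), without the dimmest probe sets (130 higher, 143 lower) and with limma-trend (179 higher, 213 lower). It is also the paper's without DUhTP replicate 1 (43 higher, 56 lower), without DUhTP replicate 3 (33 higher, 35 lower) and at an unadjusted p (297 higher, 347 lower). The paper's count of probe sets is 337, and it is 337 here with 16 added. The calls missing here and the order of the counts thus depend on the added constant, among other settings.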

Other observations

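Genes of the fasting response and targets of PPARα, the receptor that drives fatty acid use in fasting, included several that fell in DUhTP mice. The lists share called genes and are not separate evidence. Pck1 and Ppargc1a are on the fasting and gluconeogenesis lists, and Got1 is on the gluconeogenesis and amino acid lists. Cyp4a14 is on the PPARα and female-biased lists, and Cyp17a1 is on the steroid hormone and female-biased lists. Of 15 measured fasting genes 5 fell and 0 rose (7 fell when adjusted over the list alone; median log2 fold change -0.68, adjusted p = 4.80e-04 from camera, adjusted p = 0.296 with an estimated correlation), among them Igfbp1 (FC -4.12, adjusted p = 0.0183), Tat, which breaks down tyrosine (FC -1.84, adjusted p = 0.0370), and Trib3 (FC -2.27, adjusted p = 0.0314). Of 14 PPARα targets 4 fell and 0 rose (8 fell when adjusted over the list alone; median log2 fold change -0.67, adjusted p = 5.48e-04 from camera, adjusted p = 0.199 with an estimated correlation): the fatty acid hydroxylases Cyp4a14 (FC -6.41, adjusted p = 0.00708) and Cyp4a31, Acot1 and the mitochondrial carnitine transferase Cpt1a (FC -1.89, adjusted p = 0.0210). Of 23 genes of amino acid breakdown and the urea cycle 4 fell and 1 rose (11 and 3 when adjusted over the list alone; median log2 fold change -0.24, adjusted p = 0.00114 from camera, adjusted p = 0.442 with an estimated correlation), with Gpt2 (FC -2.13) and Aass (FC -2.25) among those that fell. Pnpla2, the triglyceride lipase of lipid droplets, fell as well (FC -2.44, adjusted p = 0.0147). Cyp4a14 lost its call only without DUC replicate 2 (adjusted p = 0.0565), Igfbp1 without DUhTP replicate 3 or any DUC array (up to 0.0989), Pnpla2 without any array other than DUhTP replicate 2 (up to 0.0741), Cyp4a31 without any array other than DUhTP replicate 1 (up to 0.135), and Acot1, Tat, Trib3, Cpt1a, Gpt2 and Aass without any 1 of the 6 arrays (up to 0.164, 0.139, 0.135, 0.104, 0.0989 and 0.103).

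Cyp7a1, the rate-limiting enzyme of bile acid synthesis, fell in DUhTP mice (FC -4.64, adjusted p = 0.0320), and Nr0b2, a repressor of Cyp7a1, rose (FC 2.60, adjusted p = 0.0325). Of 11 LXR targets and sterol exporters 2 fell, Cyp7a1 and the lipoprotein lipase Lpl (FC -3.52), and 0 rose (4 fell when adjusted over the list alone; median log2 fold change -0.22, adjusted p = 0.0168 from camera, adjusted p = 0.296 with an estimated correlation). Of 15 genes of growth hormone and IGF signalling 1 rose and 3 fell (3 and 4 when adjusted over the list alone; median log2 fold change 0.06, adjusted p = 0.759 from camera): Igfals, the carrier of circulating IGF1, rose (FC 2.79, adjusted p = 0.0118), and Igfbp1, Igfbp2 (FC -1.89, adjusted p = 0.0475) and Socs2, a feedback inhibitor, fell (FC -3.52, adjusted p = 0.0363), while Igf1 had an FC of 1.30 (adjusted p = 0.157). Of 21 acute phase genes 4 rose and 1 fell (6 and 2 when adjusted over the list alone; median log2 fold change 0.04, adjusted p = 0.129 from camera, adjusted p = 0.0266 from fry): Apcs (FC 2.46), Orm3 (FC 3.19) and Saa1 (FC 2.11) rose and Lbp (FC -2.87) fell. Of 16 female-biased liver genes 4 fell and 1, Cyp2b9, rose (6 and 3 when adjusted over the list alone; adjusted p = 0.0730 from camera), with Trim24 (FC -3.40) among those that fell. Trim24 lost its call without DUC replicate 2 (adjusted p = 0.0565), Igfals without DUC replicate 1, 2 or 3 (0.0594, 0.0704 and 0.0740), Lbp without DUhTP replicate 1 or any DUC array (up to 0.0946), Cyp7a1 without any array other than DUhTP replicate 2 (up to 0.135), Lpl without any array other than DUhTP replicate 1 (up to 0.115), and Nr0b2, Igfbp2, Socs2, Apcs, Orm3 and Saa1 without any 1 array (up to 0.135, 0.161, 0.137, 0.122, 0.135 and 0.135).

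The tests of class II genes against macrophage markers, of H2-Ea, of time of day and of feeding state, and the neighbour count at any FC without pairs of one family, were chosen only after the results had been seen; the other tests were set earlier, although the Camk2b and H2-D1 probe sets had been looked at by then. With 3 arrays per line the 6 arrays make 10 splits, and 1 of the 10, the real one, gave as many probe sets as 327 at an FC over 2 or 546 at any FC, with 2 as the highest other in both cases. The splits are too few for a share under 0.05.

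The first pattern is the lower fasting and PPARα genes. A difference in feeding at tissue collection may account for it: the median log2 fold change of fasting genes minus that of fatty acid synthesis genes was -0.992 (95% bootstrap interval -1.49 to -0.22), the direction a fed state in DUhTP mice would give. Most of this is the median of the fasting genes themselves (-0.68), and fatty acid synthesis alone had a median of 0.31 (adjusted p = 0.137 from camera, which did not pass, and adjusted p = 0.0102 from fry, which passed), so that feeding is neither shown nor excluded. Time of day could also account for it: 8 clock output genes (mean log2 fold change -0.74; Nr1d2 fell, FC -2.38, adjusted p = 0.0319) and 5 clock genes of the opposite phase (mean 0.53; Nfil3 rose, FC 1.81, adjusted p = 0.0310; without any 1 array neither passed, with adjusted p up to 0.135 and 0.135) differed by -1.279 (-1.96 to -0.62). The genes of a list were measured on the same 6 arrays and are not independent replicates. The estimated correlation was 0.106 for the fasting list, 0.186 for the clock list and -0.0290 for fatty acid synthesis. Neither interval was shown to cover the spread among 3 arrays per line, so neither is taken as a test between the lines. Feeding and time of day both stay open, as collection may be confounded with the line. The paper's text gives no time or fasting state. A heritable difference of the selected line also stays open and was not tested.

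The second pattern is the higher MHC class II genes. Of 9 measured, 4 rose and 0 fell (6 rose when adjusted over the list alone; median log2 fold change 1.03, adjusted p = 4.80e-04 from camera, adjusted p = 0.296 with an estimated correlation): H2-Aa (FC 2.66), H2-Ab1 (FC 2.13), H2-Eb1 (FC 3.75) and H2-Ea, whose probe set 1422892_s_at read 446 ± 45.3 against 3.74 ± 2.25; H2-Aa kept its call only without DUhTP replicate 1 or 2, H2-Ea on 1422891_at only without DUC replicate 1, and the other 2 lost it without any 1 array (adjusted p up to 0.0925, 0.108, 0.158 and 0.0986). More antigen-presenting cells alone would move H2-Ea like its partners. On 1422891_at its log2 fold change exceeded that of H2-Aa by 3.565 (interval 2.39 to 4.74), of H2-Ab1 by 3.89, of Cd74 by 4.22 and of H2-Eb1 by 3.07. With 16 added, which damps differences among dim probe sets, the excess was 2.19, 2.59, 2.81 and 1.83. In DUC mice 1422891_at and 1422892_s_at were near the background (11.2 and 3.74), but in DUhTP mice they were not (296 and 446). H2-Aa read 542 against 203. These values argue against more such cells alone for H2-Ea on these probe sets. Another probe set, 1426202_at, was dim in both lines and cannot decide this (log2 fold change 0.86, adjusted p = 0.247). For the class II genes as a list more such cells may account for the higher values, and this stays open. Their median exceeded that of 12 macrophage markers by 0.5552 (95% bootstrap interval -0.50 to 1.42). Of these markers Clec4f rose, a call lost without any 1 array (adjusted p up to 0.137), and 0 fell (7 and 2 when adjusted over the list alone). The macrophage markers had a median log2 fold change of 0.48 (adjusted p = 0.0480 from camera, adjusted p = 0.480 with an estimated correlation). The called H2-Ea probe sets were dim in DUC mice (highest mean 11.2), so that a variant of the gene or under its probes could account for H2-Ea and stays open beside a heritable difference in expression, which was not tested.

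The third pattern is the calls themselves, as the lines differ genetically and a variant under a probe could change a signal with no change in mRNA. Against this as the main source, 87.14% of the other probe sets of called genes (183 of 210, in 126 genes; 95% bootstrap interval 82.1% to 91.8%) had the same direction. The share was 76.5% without DUhTP replicate 1, 82.1% without DUhTP replicate 2 and 87.5% or higher without any 1 other array. The argument is thus weaker without DUhTP replicate 1. The share also counts the sign alone, whatever the size of the change. Of the 210 other probe sets, 53 passed the test themselves, and 0 passed it in the other direction. For the FCs over 8 a variant under a probe stays open, with 78.57% (11 of 14) in the same direction. Called genes may also cluster by haplotype: 10 pairs of neighbours were both called against a median of 4 in 10000 shuffles (permutation p = 0.0165), but 3 against 4 without pairs of one family (permutation p = 0.804). At any FC there were 35 pairs against 14 (permutation p = 1e-04, the smallest these shuffles can give) and 21 against 13 without pairs of one family (permutation p = 0.0162), so that haplotype blocks stay open.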
